# Mesenchymal stromal cells modulate neutrophil phenotype via paracrine signals

**DOI:** 10.1186/s13287-025-04684-w

**Published:** 2025-10-21

**Authors:** Laudy Cherry, Sinziana Popescu, Carmen Alexandra Neculachi, Evelyn-Gabriela Nastase-Rusu, Catalina Iolanda Marinescu-Colan, Bogdan Paul Cosman, Letitia Ciortan, Fabio Martelli, Maya Simionescu, Elena Butoi, Alexandrina Burlacu, Mihai Bogdan Preda

**Keywords:** Mesenchymal stromal cells, Neutrophils, Myocardial infarction, Remote cell therapy, Inflammation

## Abstract

**Background:**

Despite the recognized importance of neutrophils in cardiac repair following myocardial infarction (MI), their interaction with mesenchymal stromal cells (MSCs), particularly regarding polarization phenotypes and functional impacts, remains unclear. Here, we investigated these interactions across controlled in vitro systems and an in vivo MI model.

**Methods:**

Human HL-60 cells were differentiated into neutrophil-like cells (dHL-60) and polarized toward N1/N2 states to test the MSC paracrine effects using indirect transwell coculture. Readouts included gene expression, cytokine profiling and functional assays. To increase translational relevance, indirect ex vivo cocultures of human MSCs with primary neutrophils isolated from MI mice or from MI patients were analysed for gene expression and cytokine profiles in conditioned media. In vivo, syngeneic mouse MSCs were transplanted subcutaneously immediately after MI, and early cardiac function was evaluated by echocardiography. Cardiac neutrophils where quantified by flow cytometry, and Ly6G^+^ neutrophils from infarcted hearts and peripheral blood were purified by MACS for bulk RNA-seq with targeted RT-qPCR validation.

**Results:**

In vitro, MSCs suppressed pro-inflammatory mediators in N1-like neutrophils and enhanced reparative factors in N2-like cells. In vivo, remote MSC transplantation improved early cardiac performance, and reduced neutrophil accumulation in the infarct. Paradoxically, cardiac neutrophils showed transcriptomic enrichment of inflammatory pathways, whereas blood neutrophils showed reduced interferon-related programs.

**Conclusion:**

Our findings indicate that MSCs can modulate neutrophil responses, underscoring the nuanced effects of MSC-based approaches in ischemic heart disease. These results suggest that anti-inflammatory effects observed under controlled conditions may not fully translate in vivo, highlighting the importance of context when evaluating MSC-based therapies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-025-04684-w.

## Background

Stem cell research remains a central pillar in advancing therapeutic strategies for ventricular remodelling following ischemic cardiac injury. Although substantial progress has been made, the perception of stem cells as a simple, “off-the-shelf” solution often misrepresents the intricacies of this field. The reality is more complex, and the researchers continue to investigate the full therapeutic potential of stem cells in slowing disease progression. Mesenchymal stromal cells (MSCs) have gained significant attention for their potential clinical applications. However, their direct integration into host tissue remains limited, with paracrine immunomodulatory mechanisms being extensively investigated through the past years. Previous studies have highlighted challenges such as unpredictable therapeutic outcomes due to cell death following local transplantation into injured tissue [1–3]. Moreover, MSC priming, intended to mimic the post-transplantation microenvironment or enhance their therapeutic effects, can be detrimental, particularly with prolonged duration or combined treatments [4, 5].

Ischemic injury triggers inflammation, leading to myeloid cell infiltration into the heart after myocardial infarction (MI) in overlapping waves of neutrophils and monocytes [6]. The intensity and duration of this inflammatory response are crucial in determining the trajectory of heart failure, with evidence underscoring the importance of mitigating inflammation to enhance cardiac repair [7]. Intriguingly, recent findings suggest that the prevailing model of myeloid cell specialization within the injured tissue microenvironment may be incomplete. Instead, evidence indicates that innate immune pathways are activated at distant sites before these cells infiltrate infarcted hearts in both mice and humans [8, 9].

Prior observations indicates that MSCs do not need to directly home to the injury site to achieve therapeutic benefits in acute MI [10]. Instead, even when administered remotely, such as through subcutaneous transplantation, MSCs can induce systemic effects. This occurs through a transient release of circulating factors, triggered by local hypoxic conditions, which may modulate inflammatory and reparative responses at distant target tissues [11].

Despite limited understanding of the mechanisms that regulate MSC migration and survival after transplantation, their immunomodulatory effects predominantly involve paracrine signalling, influencing both innate and adaptive immunity [12]. While extensive research has investigated the crosstalk between MSCs and macrophages, and particularly MSCs’ capacity to polarize macrophages into distinct immune phenotypes [13, 14], the interactions between MSCs and neutrophils, particularly critical in the early inflammatory phase, remain insufficiently explored.

We hypothesized that MSCs could remotely modulate neutrophil phenotype and function, thereby influencing post-MI inflammation and repair. To address this, we performed in vitro and in vivo experiments using murine and human cells and a mouse MI model to characterize MSC-neutrophil interactions. In vitro, MSCs promoted a reparatory/N2 neutrophil phenotype via paracrine factors. However, in vivo experiments revealed greater complexity: remote MSC transplantation reduced neutrophil infiltration into infarcted myocardium but induced an inflammatory transcriptomic signature in cardiac neutrophils, underscoring context-dependent MSC-neutrophil interactions.

## Methods

### Animal studies

Mice were housed under controlled environment with a 12/12-h light/dark cycle, 21 °C, 55–60% humidity, and access to chow and water ad libitum. All animal procedures were performed in accordance with the ARRIVE guidelines 2.0. Single animals were used as experimental unit for in vivo experiments, unless otherwise stated. Three groups of animals were used: control animals (Sham-operated), animals with MI and animals with MI treated with MSC.

MI was induced by left coronary artery (LCA) ligation, as previously described [15]. In brief, 12- to 16-week-old C57Bl/6J male mice were anesthetized with ketamine/xylazine (100/20 mg/kg) and intubated orotracheally. A left thoracotomy was performed in the fourth intercostal space to expose the heart, and the LCA was ligated using a 7 − 0 silk suture. The chest and muscle layers were closed with 6 − 0 polypropylene sutures, and the mice were allowed to recover on a 37 °C heating plate. Buprenorphine hydrochloride (Temgesic^®^, 0.1 mg/kg) was administered subcutaneously immediately and 24 h after surgery for analgesia. Syngeneic mouse MSCs were isolated from the bone marrow of 6–8-week-old male C57Bl6 mice, as previously described [11, 16, 17], and used between passages 6–9. MSCs were thawed (5 × 10^3^ cells/cm^2^) and cultured in low-glucose DMEM supplemented with 10% MSC-qualified FBS (Gibco, 12662029) for 5 days to reach confluence before being used for transplantation. Within the first thirty to sixty minutes following LCA ligation, mice received 3 subcutaneous injections of 10⁶ MSCs (in 50 µL PBS/site) at different sites: interscapular, dorsal and inguinal. After 3 days, the animals were re-anesthetized and blood was collected by cardiac puncture before heart harvesting. Only animals with MI confirmed by echocardiography were included. Mice in which MI could not be confirmed (or that developed perioperative complications) were excluded from further analyses and managed according to predefined humane endpoints. No animals were excluded from the analysis after initial validation. The investigators were not blinded to the design of the study or during data collection and analysis.

### Heart digestion

The hearts were collected in 5 ml ice-cold PBS, and the left ventricles below the ligature were used for digestion. The tissue was finely minced with a scalpel in a Petri dish kept on ice and then transferred to a C-tube for the gentleMACS™ Octo Dissociator (Miltenyi Biotec, 130-093-237). After sedimentation, the tissue was washed with 5 ml cold PBS. Next, 5 ml of enzyme solution (Liberase DH at 25 µg/ml and DNase I at 40 µg/ml in PBS) at 37 °C was added to the tissue fragments. The gentleMACS Octo Dissociator protocol had the following steps: (i) Ramp 10 s x 300 rpm; Temp ON; (ii) Spin 1 min x 20 rpm; (iii) 40 cycles of: -250 × 20 s; +250 × 20 s; Stop. Cell homogenate was passed through a 21G needle 2–3 times, mixed with 10 ml cold DMEM + 10% fetal bovine serum (FBS), and passed through a 40 μm strainer into a 50 ml Falcon tube. The tube was centrifuged at 400xg for 5 min at 4 °C, followed by careful removal of the supernatant. The pellet was resuspended in 5 ml of 1x RBC lysis buffer (Miltenyi Biotec, 130-094-183), incubated for 4 min at room temperature in the dark, then washed with 10 ml cold PBS + 10% FBS and centrifuged again at 400xg for 5 min at 4 °C. Finally, the pellet containing cardiac cells was either used for flow cytometry or for magnetic-activated cell sorting (MACS) neutrophil purification.

### Magnetic immunoselection of neutrophils

Cardiac cells obtained after heart digestion were resuspended in 90 µl cold sorting buffer (PBS + 0.5% BSA + 2 mM EDTA). Subsequently, 10 µl anti-Ly6G microbeads (Miltenyi Biotec, 130-120-337) were added. The samples were incubated for 10 min at 4 °C, then 1 ml RT sorting buffer was added, and the suspension was centrifuged at 400xg for 5 min at 4 °C. The pellet was resuspended in 500 µl RT sorting buffer. An MS column was placed in the MACS magnet and rinsed with 500 µl RT sorting buffer. The cell suspension was applied to the MS column, and the effluent (Ly6G-negative cells) was collected. The column was washed three times with 1500 µl RT buffer, and gentle pressure was applied with a plunger to avoid flow blockages and ensure thorough rinsing. The column was removed from the magnet, and 1 ml of buffer was used with a plunger to collect Ly6G-positive cells. The cells were then centrifuged at 400xg for 5 min at 4 °C, and the pellet resuspended in 500 µl Trizol and stored at -80 °C.

### Cell culture

The HL-60 and THP-1 cell lines were purchased from ATCC (#CCL240™, #TIB-202™). Cells were routinely cultured in Iscove’s Modified Dulbecco’s Medium (IMDM, Gibco 31980-030) supplemented with 20% FBS (Gibco, A5256701) for HL-60 cells, or RPMI-1640 Medium (Gibco, A1049101) supplemented with 0.05 mM 2-Mercaptoethanol + 10% FBS, and maintained through periodic splitting according to the vendor’s protocols. Human MSCs were isolated from bone marrow as previously described [15] and subcultured at a density of 5000 cells/ cm^2^, in 1 g/L glucose Dulbecco’s Modified Eagle Medium (DMEM, Gibco, 10567014) supplemented with 10% MSC-qualified FBS (Gibco, 12662029). Human MSCs were used between the 6th and 9th passages.

### Cell differentiation and polarization protocol

Pro-myeloblasts (HL-60 cell line) and monocytic cells (THP-1 cell line) were used for in vitro generation of N0 neutrophils and M0 macrophages, respectively. To differentiate HL-60 cells towards a neutrophil-like phenotype, 1.3% DMSO was added to the cell suspension and then cultivated for 5 days in complete media (IMDM + 20% FBS). The resulting differentiated HL-60 (dHL-60) cells were assessed for proliferation arrest, nuclear segmentation and expression of specific differentiation markers. To differentiate THP-1 cells towards a M0 macrophage phenotype, 100 nM PMA was added into the cell suspension for three days. To induce N1/N2 polarization of dHL-60, the cells were further cultivated for 48 h in complete medium supplemented with 100ng/ml hu IFNγ (SRP3058, Sigma-Aldrich) and 100ng/ml LPS (L2630, Sigma-Aldrich) for N1 and 20ng/ml hu IL-4 (SRP3093, Sigma-Aldrich) for N2. Similar treatments were applied for THP-1-derived M0 macrophages to obtain M1/M2 macrophages. Assessment of specific differentiation markers was performed by subsequent qPCR analysis.

### Indirect transwell coculture experiments

HL-60 cells were differentiated to neutrophil-like cells with 1.3% DMSO for 5 days. On day 5, dHL-60 were cocultured with human MSCs using an indirect coculture system (ThermoFisher Scientific, 140640). 0.4-µm transwell inserts containing 3 × 10^6^ dHL-60 in coculture medium (IMDM + 20% FBS) were placed above the human MSCs (seeded the day before at a density of 3 × 10^5^ cells/well in the lower chamber of the plate), and cocultured for 48 h. Polarizing stimuli toward N1 (LPS + IFNγ) or N2 (IL-4) were maintained during coculture to preserve phenotype. dHL-60 were collected for RNA isolation/RT-qPCR, and supernatants were retained for cytokine assays when indicated.

Primary blood neutrophils were cocultured 24 h with human MSCs using the same system as above. For murine model, on day 3 post-MI, blood was processed and Ly6G + neutrophils were purified by MACS. Transwell inserts were loaded with 0.7–1 × 10^6^ murine neutrophils (pooled from 2 animals) and cocultured with 3 × 10^5^ human MSCs per well. After 24 h incubation, neutrophils were harvested for RT-qPCR, and supernatants were clarified (400×g, 5 min, 4 °C, and 2000×g, 30 min, 4 °C) and analysed with the Mouse XL Cytokine Array (R&D Systems). For human model, peripheral blood was obtained from two MI patients during the first 24 h after infarction, under approved ethics and written consent. Human polymorphonuclear cells (hPMN) were enriched by density gradient centrifugation. 9 × 10^5^ cells/insert were cocultured 24 h in 0.4-µm transwells with 3 × 10^5^ human MSCs per well. After 24 h incubation, hPMN were pooled from 2 wells per experimental replicate and processed for RT-qPCR. PMN-only wells served as controls.

### Flow cytometry

HL-60 and dHL-60 cells were resuspended at 10^6^ cells/mL in FACS buffer (PBS containing 2% FBS). For each analysis, 100 µL cell suspension was incubated with an appropriate dilution of anti-CD11b/APC (Beckman Coulter, A87782), anti-CD18/APC (Biolegend, 373406), or isotype-matched control fluorescent antibody for 30 min on ice, then washed and centrifuged at 400 × g for 5 min. The cell pellets were then resuspended in 250 µL FACS buffer in the presence of propidium iodide (2 µg/mL final concentration) and analysed by flow cytometry.

Similarly, 100 µl of cardiac cell suspensions (10^6^ cells/ml FACS buffer) were incubated on ice for 30 min with the following antibodies: anti-CD45-PE, clone 30-F11 (BioLegend 103106), anti-CD11b-APC/Cy7, clone M1/70 (BioLegend 101226), anti-Ly-6 C-FITC, clone HK1.4 (Biolegend 128006) and anti-Ly-6G-BV421 clone 1A8 (Biolegend 127627). Cells were thereafter washed and resuspended for flow analysis. Flow cytometry acquisition was performed using a CytoFlex cytometer (Beckman Coulter, Indianapolis, IN, USA) and the data were analysed with CytExpert 2.5 software (Indianapolis, IN, USA). For flow cytometry in MI experiments, *n* = 2 (sham) or 4 (MI and MI + MSC) animals per group were used.

### Nuclear morphology

dHL-60 cells were seeded on a standard microscope slide using a cytocentrifuge (Hettich Cyto-System) and then Giemsa staining protocol was performed according to the manufacturer’s specifications (Merck, 48900-100ML-F). Representative images of stained dHL-60 cells were captured with a Leica DMi8 inverted microscope equipped with an DFC450-C colour camera and controlled via LAS X software (Leica Microsystems) using a PLAN APO 100x/1.40 oil immersion objective.

### Quantitative real-time RT-PCR

Total RNA was purified from human cell samples using the PureLink RNA Mini Kit (Invitrogen, Waltham, MA, USA) and the concentrations were estimated based on the absorbance at 260 nm using the Nanodrop ND-1000 Spectrophotometer (Marshall Scientific, Hampton, NH, USA). Reverse transcription was performed using the High-Capacity cDNA Reverse Transcription Kit (Cat. No: 4368814, Applied Biosystems) according to the manufacturer’s instructions, starting from 0.4 µg total RNA per reaction. Real-time PCR was performed using Platinum™ Taq DNA Polymerase (Cat. No: 10966083, Invitrogen, Waltham, MA, USA) on a 7900HT Fast Real-Time PCR System (Applied Biosystems). Human-specific primers were designed using NCBI Primer-BLAST and the list of primer sequences is given in the Table S1. Data analysis was performed using the comparative CT method, and the normalization was made by reference to Glyceraldehyde 3-phosphate dehydrogenase (GAPDH), Ribosomal Protein L13a (RPL13A), Ribosomal Protein S18 (RPS18) and beta-actin (ACTB).

### Neutrophil activation assay

A total of 2.5 × 10⁵ N0/N1/N2 dHL-60 cells, obtained from either monoculture or MSC coculture, were seeded in poly-L-lysine-coated wells of Seahorse XFp Cell Culture Miniplates using DMEM XF medium (Agilent). Oxygen consumption rate (OCR) was measured both at basal levels and following the addition of 50 nM PMA (P8139, Sigma-Aldrich) to investigate the impact of MSC paracrine factors on neutrophil activation in a non-invasive manner. The experiment was conducted four times in duplicate for each condition.

### Neutrophil phagocytosis assay

HL-60 cells were differentiated and polarized towards N1/N2, as described above, then seeded in 96-well plates at the density of 10^5 cells/well. Next, pHrodo™ Green S. aureus BioParticles™ were resuspended in IMDM + 20% FBS and added to the well, at a concentration of 100 µg/ml. The plates were then centrifuged 300xg, 2 min, RT and incubated for 3 h at 37 °C. At the end, the cells were then resuspended by gentle pipetting, then analysed by flow cytometry in the presence of 10 µg/ml propidium iodide as a viability stain.

### Echocardiography

Transthoracic echocardiography was performed 48 h after LCA ligation using a Vevo 2100 system (VisualSonics) with a 30-MHz MicroScan transducer. Mice were lightly anesthetized with 1–2% isoflurane and maintained at 37 °C. Heart rate was kept within the physiological range (> 400 BPM) by adjusting anesthesia. Two-dimensional B-mode images were acquired in parasternal long-axis (PSLAX) and left ventricle function was calculated from two complete cardiac cycles and included measurements of ejection fraction (EF), fractional shortening (FS), cardiac output (CO), stroke volume (SV), and LV volumes.

### Proteome profiler cytokine array

The cytokine profile of the dHL-60 secretomes before and after N1/N2 polarization was analysed using the Proteome Profiler Human XL Cytokine Array Kit (ARY022B, R&D Systems) following the manufacturer’s instructions. Briefly, the culture medium was collected after 48 h of polarization, centrifuged 400xg/5minutes/RT, then supernatant centrifuged again at 2000xg/30minutes/4°C to collect the conditioned medium, which was thereafter stored at -80 °C. In parallel, the secretome of murine cardiac neutrophils was profiled. Ly6G⁺ neutrophils were isolated from infarcted hearts at day 3 post-MI, and in vitro cocultured with human MSCs for 24 h. Condition media was subsequently analysed using the Proteome Profiler Mouse XL Cytokine Array (ARY028, R&D Systems) according to the manufacturer’s protocol. Arrays were developed by chemiluminescence reaction, and the detection was performed using a Luminescent Image Analyzer LAS-3000 (FUJIFILM, Japan). The pixel densities of all duplicate spots were determined using CLIQS 1D Pro software (TotalLab, United Kingdom).

### RNA isolation, sequencing workflow and bioinformatic analysis

Total RNA was extracted from mouse neutrophils using the Trizol Plus RNA Purification Kit (Thermo Fisher Scientific, 12183555), following the manufacturer’s protocol. RNA-seq was performed by Novogene (UK) Company Limited, following their standard protocols. Library preparation included ribosomal RNA depletion, RNA fragmentation and cDNA synthesis. Followed steps involved end-repair, poly-A tailing and adaptor ligation. Finally, libraries were sequenced as stranded paired-end reads on the Novaseq 6000 platform.

Data processing was performed in-house using a combination of pipelines based on well-established, externally developed bioinformatic tools [18]. The quality of raw sequencing data was checked using FastQC (v0.12.0) followed by adaptor trimming and PCR duplicate removal which were done with Trimmomatic (v0.39) and Picard, respectively. Trimmed reads were then mapped to mouse genome GRCm39 P110 using STAR (v2.7.11), alignment quantification quality was assessed using Samtools (v1.18) while stranded quantification was performed with featureCounts (v2.0.3). Given the relative high percentage of mitochondrial RNA in the dataset, reads mapping to mitochondrial regions were filtered out to mitigate the risk of data bias in downstream analysis. Finally, differential expression analysis was carried out with DESeq2 (v1.44.0), genes were considered significantly expressed with a log2 fold change of ± 0.5 and false discovery rate (padj) < 0.05. For annotation, we used BioMart accessed through Ensembl genome browser 112.

For pathway enrichment analysis, we applied Gene Set Enrichment Analysis (GSEA) [19] using the Mouse MSigDB v2024.1.Mm database [20], ToppGene online bioinformatic platform, and Enrichr tool with BioPlanet database [21–23]. In GSEA, the entire transcriptomic dataset was used to generate a pre-ranked gene list with the scoring metric of –log10(p-value) * (logFC); all pathways with an adjusted p-value less than 0.05 were considered significantly enriched using the Benjamini-Hochberg method. For ToppGene and Enrichr functional enrichment analysis we used genes identified as significantly up- and downregulated in differential expression tests, to find the most relevant pathways, biological processes and molecular functions impacted within different data sources. Cell-type enrichment analysis was performed using the Enrichr platform to assess the transcriptional identity and potential cellular heterogeneity of Ly6G⁺ sorted populations. Differentially expressed genes were analysed against the Tabula Muris cell-type signature database.

### Data visualization and statistical analysis

Data were visualized using GraphPad Prism version 7.0.5 (GraphPad Software Inc, USA) together with RStudio by use of the ggplot2, and circlize packages [24]. Graphic figures were created using BioRender to enhance clarity and visual coherence. Statistical analysis was performed using GraphPad Prism 7.0.5. For two-group comparisons, we used two-tailed t-tests (unpaired for independent samples and paired for repeated measures) applying Welch’s correction when variances were unequal. For >2 groups, one-way ANOVA with Tukey’s post hoc test was used. When two factors were analysed simultaneously, a two-way ANOVA with an interaction term was applied, followed by appropriate post hoc tests. Associations between key echocardiographic variables (e.g., SV vs. EF, ESV vs. EF, SV vs. FS) were evaluated using Pearson’s correlation (reporting r and p) after confirming approximate normality and linearity. Data are reported as mean ± SD; all tests were two-tailed, and *p* < 0.05 was considered significant (*p < 0.05; **p < 0.01; ***p < 0.005; ***p < 0.001).

## Results

### Defining distinct phenotypes in neutrophil-like cells derived from HL-60 promyeloblasts

To explore the mechanisms of neutrophil polarization and the potential influence of MSCs, we employed an in vitro system using HL-60 promyeloblast cells. These cells were differentiated into neutrophil-like cells (dHL-60) over five days with a low-dose DMSO protocol (Fig. 1a), providing a practical alternative to primary neutrophils, which have a limited lifespan in vitro. Differentiation was confirmed by significantly reduced proliferation rates in DMSO-treated cells compared to controls, as evidenced by population doublings (Fig. 1b). These changes correlated with a reduction in telomerase reverse transcriptase (*TERT*) expression and upregulation of Formyl Peptide Receptor 1 (*FPR1*), a late-stage marker indicative of neutrophil differentiation (Fig. 1c), in line with prior findings [25, 26].

Morphological analysis of the cells demonstrated a reduced cell size and a characteristic nuclear lobulation in dHL-60 cells (Fig. 1d, e), hallmark features of mature neutrophils [27]. Flow cytometry confirmed that while dHL-60 cells retained CD18 expression, they upregulated CD11b, a differentiation marker absent in HL-60 control cells (Fig. 1f). Collectively, these findings validated DMSO-treated HL-60 cells as a reliable tool for neutrophil research.

To induce polarization, dHL-60 cells were exposed for 48 h to pro-inflammatory (LPS + IFNγ) or anti-inflammatory (IL-4) conditions, adapting a protocol previously established for THP-1-derived macrophages [28, 29]. Real-time RT-PCR analysis showed a significant upregulation of *TNF*, *CCL2*, and *IL1B* gene expression in N1-dHL-60 cells, while N2-dHL-60 cells demonstrated increased expressions of *MRC1*, *TGM2*, and *IL10*, relative to unstimulated N0 controls (Fig. 1g). Further analysis of cytokine profiles revealed that N1-dHL-60 cells secreted high levels of pro-inflammatory cytokines, including CCL5, MIP-1α/β, MCP3, IL-18BPa, CXCL9, CXCL10, and CXCL11. By contrast, cytokine signature in N2-dHL-60 cells more closely resembled that of unstimulated N0 cells (Fig. 1h, Suppl. Figure 1). Together, these findings highlight that dHL-60 cells can be effectively polarized into distinct neutrophil phenotypes, paving the way for in-depth functional studies.

**Fig. 1:**
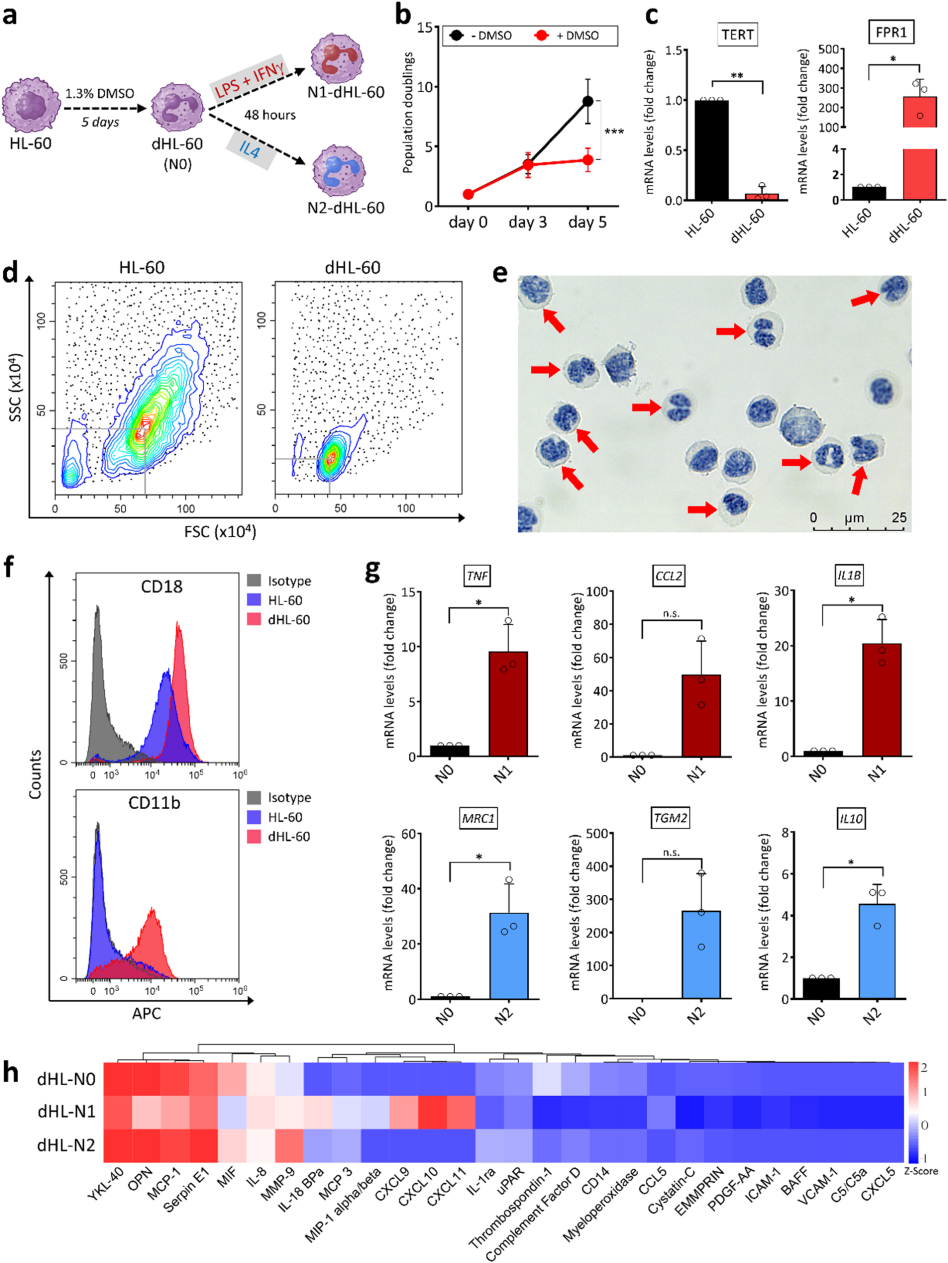
Differentiation and polarization of HL-60 cells towards pro-inflammatory (N1) and anti-inflammatory (N2) phenotypes. (a) Schematic representation of HL-60 differentiation and polarization procedures. HL-60 cells were cultured in the presence of 1.3% DMSO for 5 days to generate dHL-60 cells (N0). Subsequent stimulation with LPS + IFNγ or IL-4 for 48 h generated pro-inflammatory N1-dHL-60 and anti-inflammatory N2-dHL-60 cells, respectively. (b) Population doubling analysis of HL-60 and dHL-60 cells, showing reduced proliferation upon differentiation. Data are shown as mean ± SD; *** *p* < 0.0005. (c) Real-time RT-PCR analysis of *TERT* and *FPR1* mRNA levels in HL-60 and dHL-60 cells. dHL-60 cells exhibit a significant downregulation of *TERT* and upregulation of *FPR1* relative to HL-60 cells (data are shown as mean ± SD; *p < 0.05, **p < 0.01). (d) Flow cytometry of forward scatter (FSC) and side scatter (SSC) profiles shows the size and granularity of dHL-60 cells compared to HL-60 cells. (e) Representative image of Giemsa-stained dHL-60 cells highlighting neutrophilic morphology (red arrows). Scale bar, 25 μm. (f) Flow cytometric analysis of neutrophilic markers CD18 and CD11b expression in HL-60 and dHL-60 cells, demonstrating increased expression in dHL-60 cells. (g) Expression of pro-inflammatory (*TNF*, *CCL2*, *IL1B*) and anti-inflammatory (*MRC1*, *TGM2*, *IL10*) gene markers in dHL-60 cells polarized to N1 or N2 states. Fold changes were normalized to N0. Data are shown as mean ± SD; *p < 0.05, n.s.: not significant. (h) Heatmap of proteomic profiles secreted by dHL-60 cells under N0, N1, and N2 conditions. Hierarchical clustering of key cytokines based on Z-scores of cytokines highlights distinct transcriptional landscapes of N1- and N2-dHL-60 cells

### Human MSCs modulate neutrophil polarization and functions through paracrine mechanisms

Building on the well-established role of MSCs in modulating macrophage polarization [30–33], we first confirmed the immunosuppressive properties of MSCs using the THP-1-derived macrophage model. THP-1 cells were differentiated into M0 macrophages using PMA, then polarized into either pro-inflammatory M1 or reparatory M2 macrophages with LPS + IFNγ or IL-4, respectively (Suppl Fig. 2a). Consistent with prior studies [34, 35], coculture with MSCs during polarization shifted M0 macrophages towards an M1 phenotype, attenuated the activation of M1 macrophages, and amplified M2 reparatory responses (Suppl Fig. 2b). These findings provided a framework for examining how MSCs influence neutrophil plasticity, a less explored aspect of MSC-mediated immune modulation.

We next extended our investigations to neutrophils and employed a transwell indirect coculture model to examine the paracrine effects of MSCs. HL-60-derived neutrophils were polarized toward either the N1 or N2 phenotypes in the upper chamber, while MSCs were seeded in the lower chamber, allowing for indirect interaction over 48 h. Gene expression profiles were then analysed via RT-qPCR (Fig. 2a). Firstly, MSCs cultured under polarizing conditions showed no morphological alterations but displayed a slightly reduced proliferation rate, with no impact on viability (Suppl. Figure 3a). Notably, MSCs exposure downregulated pro-inflammatory genes (*TNF*, *CCL2*, and *IL1B*) in N1-polarized neutrophils while significantly upregulating reparatory markers (*TGM2*, *MRC1*, and *IL10*) in N2-polarized cells (Fig. 2b). These data highlight the ability of MSCs to orchestrate neutrophil polarization through secreted factors.

Functionally, we observed that phagocytic activity, measured by the cellular uptake of pHrodo-S-aureus particles, was reduced in N1-dHL-60 cells compared to N0 and N2 cells, with no impact produced by MSC coculture on phagocytic activity across all phenotypes (Suppl. Figure 3b, c). Conversely, Seahorse XF technology demonstrated an increase in the oxidative burst in MSC-cocultured neutrophils, with the most significant effect observed in N1-dHL-60 cells (Fig. 2d, e).

Overall, these findings revealed the capacity of human MSCs to modulate neutrophil phenotypes and functions through paracrine mechanisms, emphasizing their role in reprogramming neutrophil behaviour.

**Fig. 2:**
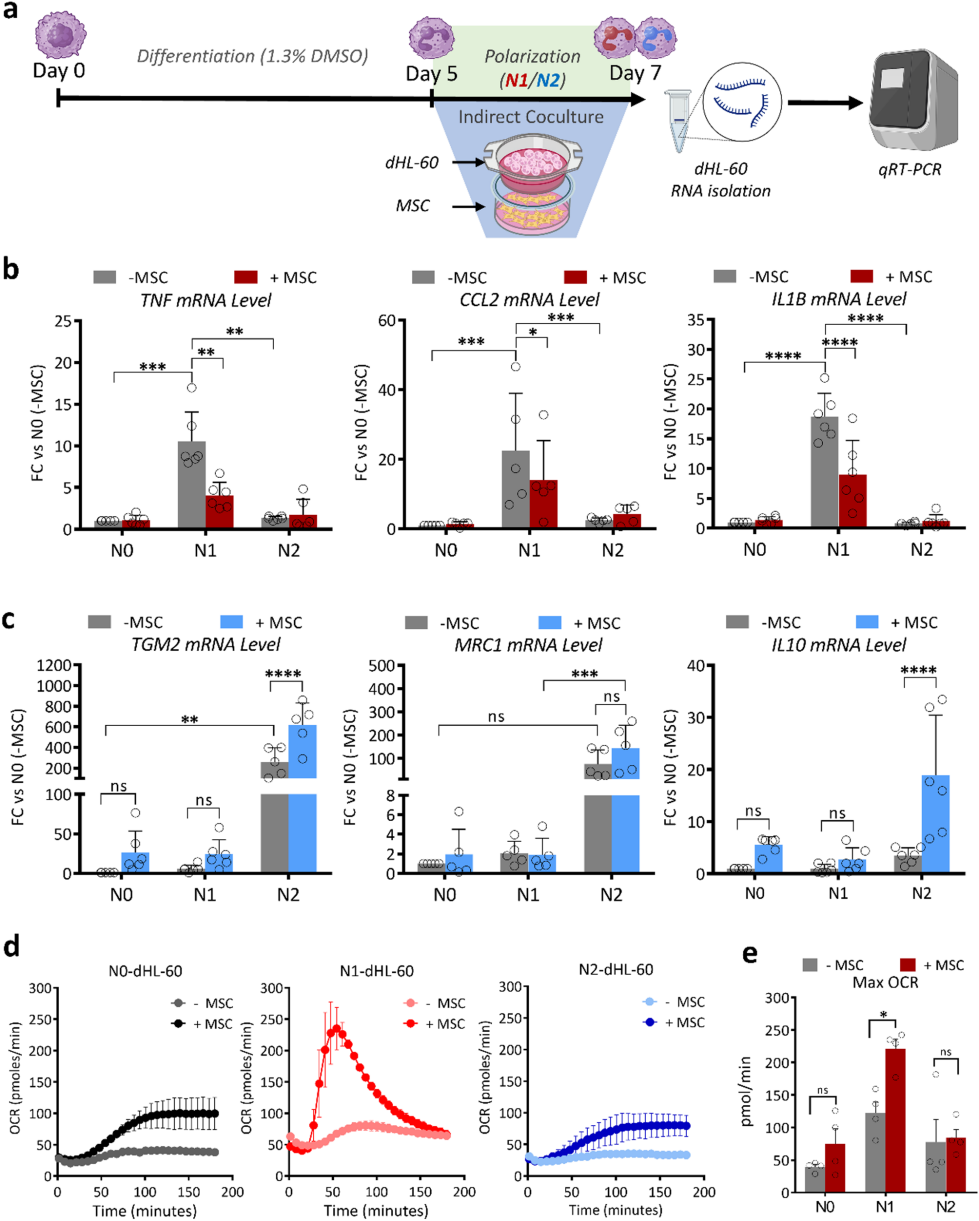
Modulation of dHL-60 polarization through indirect coculture with human MSC. **a** Schematic of the experimental workflow. Following differentiation, dHL-60 cells were indirectly cocultured with MSCs for 48 h, during their polarization to N1 (pro-inflammatory) or N2 (anti-inflammatory), followed by RNA isolation and RT-qPCR analysis. **b** RT-qPCR analysis of pro-inflammatory markers (*TNF*, *CCL2*, and *IL1B*) in dHL-60 cells (N0, N1, N2) with or without coculture with MSC. Coculture significantly reduces pro-inflammatory gene expression in N1-dHL-60 cells (Data are shown as mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). **c** RT-qPCR analysis of anti-inflammatory markers (*TGM2*, *MRC1*, and *IL10*) in dHL-60 cells (N0, N1, N2) with or without coculture with MSC. Coculture enhances anti-inflammatory gene expression, particularly in N2-dHL-60 cells (Data are shown as mean ± SD; **p < 0.01, ****p < 0.0001; n.s.: not significant). **d** Oxygen consumption rate (OCR) profiles of dHL-60 cells in N0, N1, and N2 states, with or without MSC coculture. Coculture significantly elevates metabolic activity in N1-dHL-60 cells. **e** Quantification of maximum OCR in dHL-60 cells (N0, N1, N2) with or without MSC coculture. (Data are shown as mean ± SD; *p < 0.05; n.s.: not significant)

**Fig. 3:**
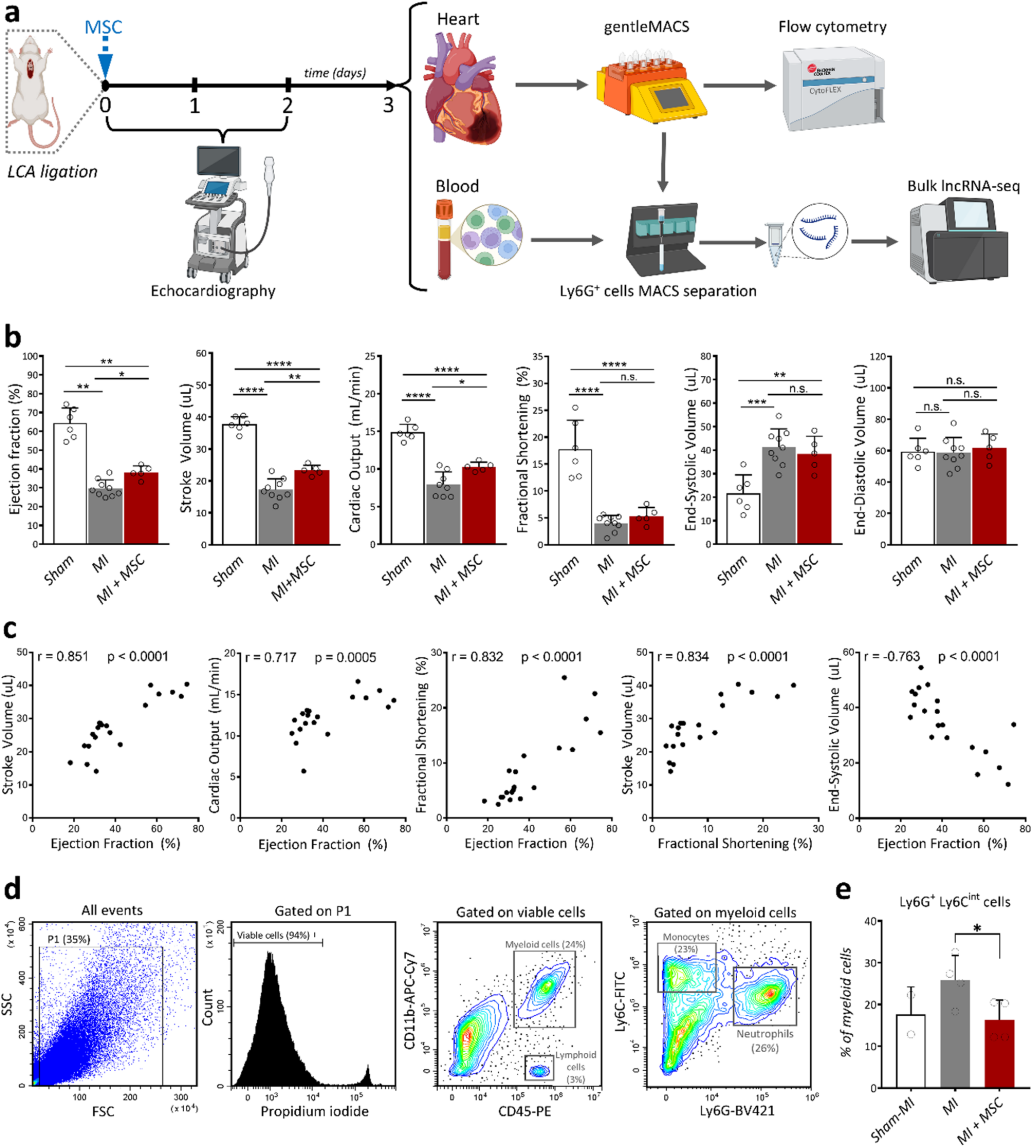
Isolation and characterization of neutrophils infiltrated following MSCs administration post-myocardial infarction. **a** Study design. Mice underwent LCA ligation (day 0) followed within 30–60 min by subcutaneous MSC injection at three different sites. Cardiac function was assessed before (sham) and 48 h post-MI by transthoracic echocardiography. Hearts and blood were harvested at day 3. Hearts were processed using gentleMACS Octo Dissociator, and cardiac cell suspension was analysed via flow cytometry (*n* = 2–4 mice/group). Ly6G⁺ cells from the heart and blood were enriched by MACS and subjected to bulk lncRNA-seq (*n* = 3 mice/group). **b** Echocardiography at 48 h post-MI (PSLAX). Bars show EF, SV, CO, FS, ESV, and EDV derived from PSLAX endocardial tracings for Sham, MI, and MI + MSC. Dots = individual mice; bars = mean ± SD. One-way ANOVA with Tukey’s post hoc; *p* < 0.05 (), < 0.01 (), < 0.001 (), < 0.0001 (****); n.s., not significant. **c** Physiological consistency of PSLAX indices. Scatterplots (all animals) display Pearson correlations between key parameters (e.g., SV vs. EF, ESV vs. EF, SV vs. FS). Expected positive associations for SV–EF/FS and a negative association for ESV–EF are observed; r and p values are shown on each panel. **d** Flow cytometric gating strategy for Ly6G⁺ myeloid cell subsets. From all events, P1 gates viable cells based on propidium iodide exclusion (left). Among viable cells, myeloid cells were identified using CD45 and CD11b expression (middle). Myeloid cells were further analyzed for Ly6G and Ly6C expression, distinguishing neutrophils (Ly6G⁺Ly6C^low/int^; right) and monocytes (Ly6G^−^Ly6C⁺; left). **e** Bar graph quantifies the percentage of Ly6G⁺ cells within the myeloid population under sham, MI-only, and MI + MSC conditions (*n* = 2–4 mice/group). Data represent mean ± SD (*p < 0.05)

### In vivo evidence showing the ability of mouse MSCs to remotely regulate neutrophil infiltration after MI

The results described above showed that MSCs are able to influence neutrophil polarization in vitro through paracrine signalling. To assess whether species-compatible paracrine effects occur in vivo, and to avoid xenogeneic confounders, a mouse MI model was employed, wherein 1 × 10^6^ syngeneic mouse MSCs were administered subcutaneously at three separate sites immediately after LCA ligation. At 48 h post-MI, subcutaneous MSC delivery was associated with an early, coherent improvement in pump performance (EF, SV, and CO significantly increased) versus MI controls, findings internally validated by strong SV-EF, FS-EF and inverse ESV-EF correlations in PSLAX-derived measurements (Fig. 3a-c). On the basis of these early functional effects, and consistent with a paracrine hemodynamic influence rather than structural remodelling, we next investigated neutrophil dynamics at day 3 post-MI, a time-point selected to capture sufficient neutrophil infiltration and the coexistence of N1/N2 subsets [36]. Mice were euthanized, and the infarcted LV was enzymatically dissociated into a single-cell suspension using a gentleMACS Octo Dissociator, and followed by flow cytometry analysis (Fig. 3a). Cardiac neutrophils were defined as CD45^+^ CD11b^+^ Ly-6C^low/int^ Ly-6G^+^ cells (Fig. 3d). Flow cytometry quantification revealed that MSC-treated mice had fewer Ly6G⁺ neutrophils in the infarcted myocardium than MI-only controls (Fig. 3e), consistent with a systemic, paracrine immunoregulatory effect of MSCs in acute myocardial injury.

**Fig. 4:**
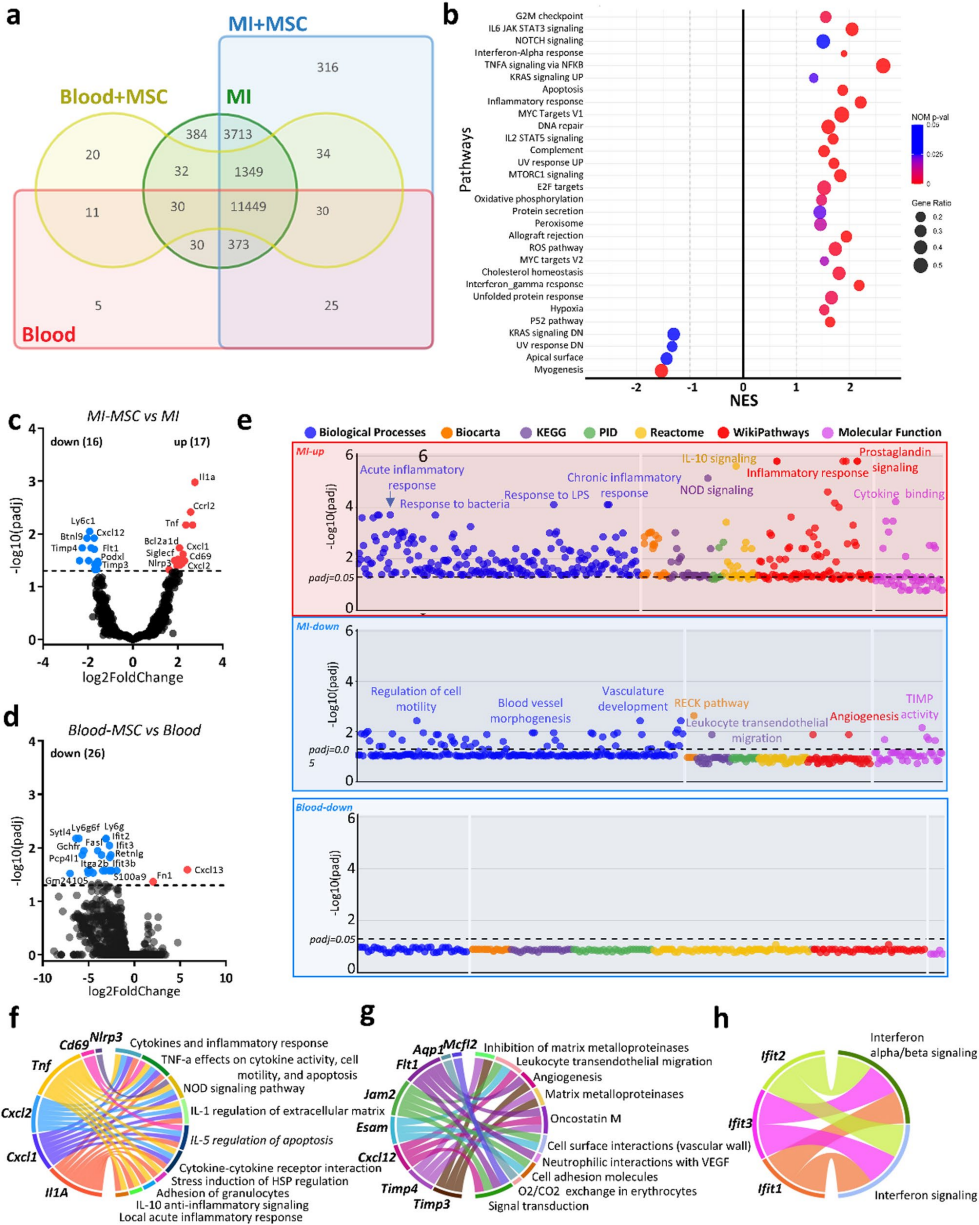
MSC-driven transcriptomic alterations in cardiac and blood neutrophils post-MI. **a** Venn Diagram illustration of coding genes among the MI, MI + MSC, Blood, and Blood + MSC groups. Normalized counts were obtained using DESeq2 and filtered for genes with mean counts ≥ 10. Numbers indicate the total coding genes unique to or shared across the groups. **b** GSEA analysis of cardiac neutrophils in MSC-treated animals vs. sham treated, based on whole-transcriptome analysis. Bubble size corresponds to the gene ratio, while colour intensity indicates p-value significance (red indicates higher significance)

**c-d** Volcano plots of differential gene expression between MI + MSC vs. MI (**c**) and Blood + MSC vs. Blood groups (**d**). Genes with significant upregulation are shown in red, downregulation in blue, and nonsignificant genes in dark gray. Dashed lines denote the significance threshold (adjusted p-value < 0.05). Gene counts for significantly regulated genes are displayed above each plot. **e** ToppGene enrichment analysis of significantly up- or downregulated genes in cardiac and blood neutrophils across pathways, biological processes, and molecular functions. The y-axis displays the − log10 adjusted p-value, while distinct colours represent various pathways or gene ontology categories, with a few representatives mentioned by name. **f-h** Chord diagrams summarizing pathway enrichment for upregulated DEG (**f**) or downregulated DEG (**g**) in cardiac and downregulated DEG (**h**) in blood neutrophils using Enrichr BioPlanet datasets. The diagrams illustrate links between enriched pathways (right) and shared genes (left), emphasizing commonalities across pathways.

### MSCs activate a pro-inflammatory phenotype in cardiac neutrophils post-MI

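Ly6G is a surface protein of mouse neutrophils, and the authors enriched Ly6G+ cells with magnetic beads from the digested infarcted left ventricle and from blood at day 3 after ligation of the left coronary artery. The mice had received mesenchymal stromal cells (MSC) under the skin or no MSC. The deposited libraries fall into 4 groups, called MI (n = 3), MI + MSC (n = 3), Blood (n = 2) and Blood + MSC (n = 2). RNA was depleted of ribosomal RNA and sequenced as stranded read pairs, and the authors counted reads per gene by strand on GRCm39 after removing duplicates and mitochondrial reads. Both deposited tables hold these counts divided by the DESeq2 size factor of each library, called normalized counts here, and all 281850 values were equal between them. Within each library, 100% of the values were whole multiples of the value of a single read, so the reads behind every value were recovered.
The recovered reads on genes were 148594, 1433926 and 2653258 in MI libraries 13, 19 and 20, and 2229855, 665946 and 1979944 in MI + MSC libraries 15, 17 and 18. Blood libraries 21 and 22 held 268860 and 2957308 reads, and Blood + MSC libraries 23 and 24 held 6339922 and 8602711, so the deepest library had 57.9 times the reads of the shallowest. A gene with 3 reads, taken as the smallest detectable amount, corresponds to 25.2 normalized counts in MI 13 and 21.2 in Blood 21, against 0.505 in Blood + MSC 24. Across tested genes, MI 13 correlated with the other cardiac libraries at 0.60 to 0.73, and those 5 libraries correlated with each other at 0.89 to 0.97. Differences between groups were tested with limma on log2(normalized count + 2), in 1 model over all 10 libraries, for the 11549 genes with a mean of at least 10 normalized counts. Log2 fold changes are on this log2(value + pseudocount) scale and understate the change of low genes. A DEG had a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.5, the thresholds of the paper.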

To investigate the molecular mechanisms driving neutrophil activation following subcutaneous MSC transplantation post-MI, we performed RNA-seq analysis on Ly6G^+^ cells isolated from both blood and infarcted cardiac tissue of mice at day 3 post-MI (Fig. 3a). Venn diagram analysis of protein-coding genes revealed a shared transcriptome of approximately 11,000 coding genes across blood and cardiac neutrophils, indicating a core expression profile in both populations. Nevertheless, neutrophils isolated from infarcted heart showed a significantly enriched transcriptome relative to blood neutrophils. 

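A coding gene was counted as expressed in a group when its mean normalized count over the libraries of that group was at least 10. By this measure, 8035 coding genes were expressed in all 4 groups. The number of expressed coding genes was 12485 in MI, 10550 in MI + MSC, 8816 in Blood and 8887 in Blood + MSC. The shared number depends on the minimum, and was 11456 with a minimum of 1 normalized count and 6486 with a minimum of 20. A minimum CPM of 0.5 in place of normalized counts moved it most, to 11918 genes. With each library left out in turn, between 7485 and 8115 coding genes were shared. Biotypes came from the GENCODE annotation of GRCm39, in which 27906 of the 28185 gene identifiers were found.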

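The number of coding genes with at least 10 normalized counts was 13323, 10887 and 10288 in the MI libraries and 9694, 11507 and 10526 in the MI + MSC libraries. It was 8404 and 8671 in the Blood libraries and 8611 and 9059 in the Blood + MSC libraries. The mean was 11037.5 ± 1272 (SD, n = 6) in cardiac and 8686 ± 274 (SD, n = 4) in blood libraries, a difference of 2351 genes (two-sided exact permutation test, p = 0.0095, the smallest p that 6 libraries against 4 allow). When every library was drawn down at random to 148594 reads and a gene needed only 1 read, the means were 12789 ± 1703 and 9430 ± 473 coding genes. At group level, 3595 coding genes were expressed in at least 1 cardiac group and in no blood group, and 286 in at least 1 blood group and in no cardiac group. MI alone accounted for 1933 of the cardiac genes, and in its shallowest library a gene reaches 10 normalized counts with 2 reads. Among genes on hand-written lists, 32 of 51 markers of heart muscle, endothelium, fibroblasts and mural cells were expressed in the heart alone, against 27 of 253 genes of the other lists. Olfactory and vomeronasal receptor genes, a measure of reads spread over all genes, took 822 to 11205 reads per 1000000 in the cardiac and 140.0 to 280.1 in the blood libraries.
In the limma comparison of MI with Blood, 2452 DEGs were higher and 1556 lower in MI. The number of higher DEGs moved most with limma-voom, TMM scaling and the filterByExpr filter together, a setting chosen after seeing the data, to 587. The 10 DEGs with the largest fold changes and separate groups were all higher in MI. Myh6 (chromosome 14, 55179367 to 55205887) had a mean of 2716 normalized counts in MI and at most 3 reads in each Blood library, so it was at least 235-fold higher in MI. By the same reckoning Actc1 was at least 131-fold, Mb 113-fold, Pln 101-fold, Xirp2 93.1-fold, Rgs5 62.4-fold, Hspb7 54.3-fold and Des 47.5-fold higher in MI. Ttn and Cxcl12 had more than 3 reads in at least 1 Blood library and showed log2 fold changes of 8.44 and 7.97.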

Additionally, MSC-treated mice showed a higher number of uniquely expressed genes in blood neutrophils compared to sham-treated controls (Suppl. Figure 4a, Fig. 4a). 

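In blood, 122 coding genes were expressed in Blood and in no other group, and 52 in Blood + MSC and in no other group. Without regard to the cardiac groups, 580 coding genes were expressed in Blood + MSC and not in Blood, and 509 in Blood and not in Blood + MSC. The depth of the libraries limits this comparison, since 10 normalized counts take 2 reads in Blood 21, 16 in Blood 22, and 39 and 60 in the Blood + MSC libraries. Of the 122 coding genes, 113 had at least 10 normalized counts in Blood 21 and 26 in Blood 22. After drawing every library down to the same number of reads with a minimum of 1 read, 110 coding genes were expressed in Blood alone and 111 in Blood + MSC alone, and without regard to the cardiac groups 737 in Blood and not in Blood + MSC and 1274 the other way. Over 20 such draws the ranges were 83 to 121 and 95 to 144, and the number for Blood + MSC was the larger in 17 draws. Groups of 2 libraries allow no test of this difference.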

To evaluate transcriptional identity and potential contamination of sorted Ly6G⁺ cells, we performed cell-type enrichment analysis using the Tabula Muris signature. Across all groups, neutrophils and granulocytes from bone marrow, fat, and lung were consistently enriched, while modest contributions from macrophage and dendritic cell signatures were also detected, suggesting a predominantly granulocytic profile with minimal heterogeneity (Suppl. Figure 4c).

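Cell-type scores were computed from hand-written marker lists, as the mean log2(normalized count + 2) over the tested genes of a list, and the Tabula Muris signatures were not used here. The neutrophil list (11 tested genes, Ly6g and S100a9 not among them) scored 5.98, 7.61 and 7.05 in MI and 6.96, 7.67 and 5.86 in MI + MSC. It scored 8.95 and 11.22 in Blood and 9.80 and 8.62 in Blood + MSC. Its genes were lower in MI than in Blood, with a mean log2 fold change of -3.21 and 11 of 11 genes lower (camera, a test of gene lists in limma, FDR 2.5e-05 over the lists tested). The macrophage list scored between 7.43 and 9.53 in the cardiac libraries and between 8.55 and 8.80 in the blood libraries, with no difference past the threshold between MI and Blood (mean log2 fold change -0.34, FDR 0.337). The striated muscle list was higher in MI than in Blood by 6.90 (FDR 8.8e-12), the endothelial list by 4.29 (FDR 1.5e-08) and the mural cell list by 3.85 (FDR 2.3e-05). Per library, the endothelial score lay between 5.72 and 7.61 in the cardiac and between 2.83 and 3.47 in the blood libraries. Ly6g, which encodes the protein used for sorting, had 16.8, 26.9 and 18.0 normalized counts in MI (2, 28 and 35 reads) and 6.76, 13.8 and 4.75 in MI + MSC (10, 6 and 7 reads), against 198 and 645 in Blood and 57.0 and 41.2 in Blood + MSC. Its cardiac values were chosen for printing after they were seen. The platelet score was 10.59 in Blood 21, 5.49 in Blood 22, and 4.64 and 4.45 in Blood + MSC. In each cardiac library the macrophage list scored above the neutrophil list, though scores of different lists do not measure shares of cells. With the muscle, endothelial and mural lists, these scores show RNA of other cell types in the cardiac libraries. They differ from the minimal heterogeneity that the paper reads from its signatures.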

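Pathway responses in the Ly6G-selected cardiac cells were measured with hand-written gene lists tested by camera and with Reactome sets. As these libraries also held RNA of other cell types, a change in them need not be one in neutrophils. The mouse Hallmark sets were not used here. Targets of NF-kB such as Nfkbia, Tnfaip3 and Icam1, which leave out every gene named in Fig. 4 and Fig. 5, were higher in MI + MSC than in MI by a mean log2 fold change of 1.11, with 18 of 19 genes higher (FDR 5.7e-10). Their score was 8.81 ± 0.50 (SD, n = 3) in MI + MSC and 7.69 ± 0.48 (SD, n = 3) in MI. Every MI + MSC library lay above every MI library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The gap was narrow, with 8.22 in MI + MSC 18 and 8.11 in MI 20. By the sum of normalized counts over the list, the groups overlapped, with 11201 in MI + MSC 18 and 11289 in MI 20. Apoptosis genes were higher by 0.42 (13 of 14 genes, FDR 0.0168) and genes of the unfolded protein response by 0.44 (12 of 16 genes, FDR 0.0387), while the scores of the libraries overlapped between the groups for both lists. Without MI 13, the shallowest library, the differences were 0.85 for the NF-kB targets, 0.10 for apoptosis and 0.04 for the unfolded protein response, in each case the lowest with 1 library left out. The lists for the interferon gamma response (0.34, 11 of 17 genes higher, FDR 0.122), for IL-6/JAK/STAT3 signalling (0.33, 7 of 11 genes higher, FDR 0.121) and for the G2M phase (0.04, 9 of 16 genes higher, FDR 0.538) did not pass the FDR threshold of 0.05. The IL-6/JAK/STAT3 list passed it in camera on recovered reads with DESeq2 size factors in edgeR. In total, 9 of the 23 lists with a tested gene changed, and limma's rotation test fry in place of camera left 1, the endothelial list.
Of 622 Reactome sets ranked by -log10(p) times log2 fold change and tested by fgsea, 71 were higher and 13 lower in MI + MSC at an adjusted p-value under 0.05. Sets for Interleukin-1 signaling (normalized enrichment score 1.88, adjusted p = 0.0115), the Toll-like receptor cascades (1.74, adjusted p = 0.0108), cytokine signaling (1.49, adjusted p = 0.016) and the mitotic cell cycle (1.47, adjusted p = 0.0092) were among the higher ones by fgsea's permutation test. These enrichment results are across genes, which are not independent replicates. The number of changed sets depended strongly on single libraries, from 2 without MI 13 to 218 without MI + MSC 17.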

In cardiac neutrophils, GSEA identified significant enrichment of inflammatory pathways including *TNFα* signalling, *IL-6/JAK/STAT3*, and interferon gamma response, as well as cell-cycle-related signatures such as G2M checkpoint, DNA repair, unfolded protein response and apoptosis (Fig. 4b, Table S2). Metabolic processes, including ROS generation and hypoxia, were also positively enriched, while pathways related to myogenesis showed negative enrichment (Fig. 4b). In contrast, blood neutrophils displayed limited transcriptional changes (Table S3), with only interferon alpha and gamma responses significantly enriched after MSC transplantation (Suppl. Figure 4b). 

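Genes of the defence against reactive oxygen species, such as Sod1, Gclm and Txnrd1, were higher in MI + MSC by a mean log2 fold change of 0.53 (14 of 15 genes, camera FDR 9.5e-04). Their score was 7.38 ± 0.24 (SD, n = 3) against 6.86 ± 0.39 (SD, n = 3) in MI, without overlap between the libraries (two-sided exact permutation test, p = 0.1). The gap was narrow, with 7.20 in MI + MSC 18 and 7.11 in MI 20. The difference was 0.30 without MI 13. The hypoxia list moved less, by 0.15 with 12 of 17 genes higher (FDR 0.226), and its score was 7.35 ± 0.12 (SD, n = 3) in MI + MSC and 7.21 ± 0.21 (SD, n = 3) in MI (two-sided exact permutation test, p = 0.4). The striated muscle list, with Myh6, Tnnt2 and Actc1, was lower in MI + MSC with a mean log2 fold change of -1.26 and 15 of 15 genes lower (FDR 1.8e-07). The scores of its libraries overlapped, with 7.64 ± 0.87 (SD, n = 3) in MI + MSC and 8.90 ± 0.92 (SD, n = 3) in MI (two-sided exact permutation test, p = 0.2). The Reactome sets for striated muscle contraction (normalized enrichment score -1.72, adjusted p = 0.0152), muscle contraction (-1.67, adjusted p = 0.0169) and organization of the extracellular matrix (-1.61, adjusted p = 0.0133) were lower in MI + MSC by fgsea's permutation test. Relative to the median of all tested genes, the direction of the reactive oxygen species and striated muscle lists was the same under the deposited size factors, library size and TMM scaling.

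**Figure D1:**
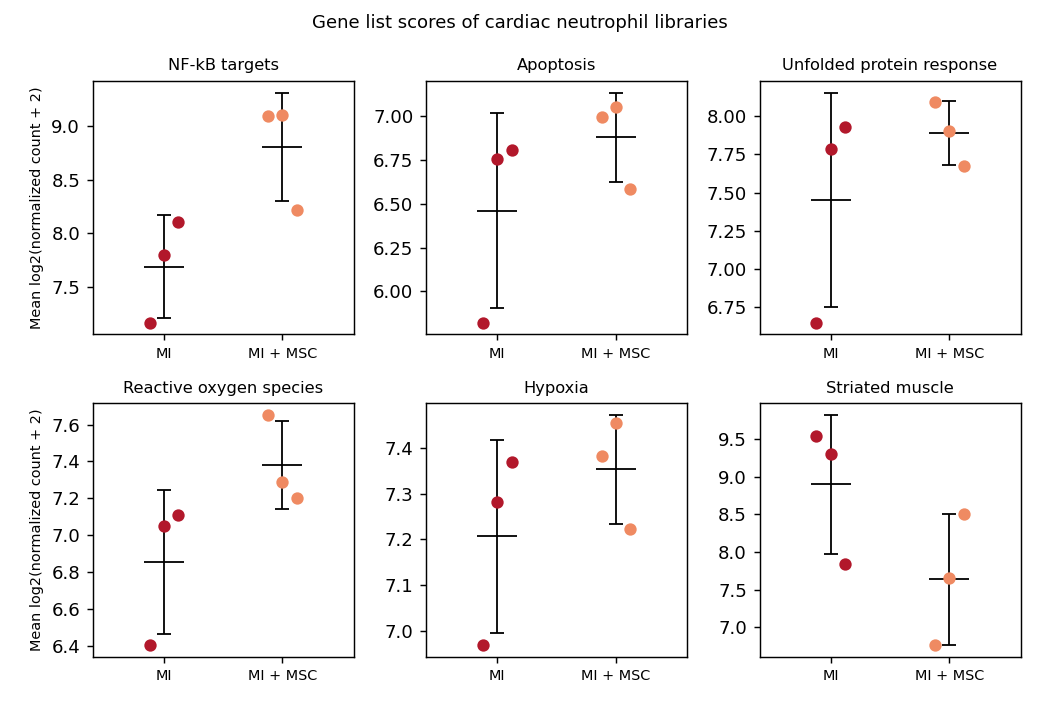
Scores of 6 gene lists in the cardiac libraries of MI and MI + MSC (y axis, mean log2(normalized count + 2) over the tested genes of a list; points are libraries, bars are group means and whiskers the SD, n = 3). The MI and MI + MSC libraries lie apart, by narrow gaps, for the NF-kB targets and the reactive oxygen species list. They overlap for the other 4 lists.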

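In blood neutrophils, 6 of the 23 tested lists changed between Blood + MSC and Blood in camera, and 0 in fry. The hand-written list for the interferon gamma response did not pass the threshold (mean log2 fold change 0.03, FDR 0.492), while the Reactome set for interferon gamma signaling was lower in Blood + MSC (normalized enrichment score -1.59, adjusted p = 0.0356 by fgsea's permutation test). The platelet list had a mean log2 fold change of -3.50 (13 of 13 genes lower, FDR 4.73e-14), and this rests on 1 library, as the sum over the list was 35864 normalized counts in Blood 21 and 1255 in Blood 22, against 780 and 660 in Blood + MSC. The mean log2 fold change was -0.88 for the neutrophil list (9 of 11 genes lower, FDR 0.0122) and -0.51 for the reactive oxygen species list (10 of 15 genes lower, FDR 0.021). That of the neutrophil list turned to 0.26 when Blood 22 was left out. That of the reactive oxygen species list was -0.19 without Blood 21 and -0.82 without Blood 22. The T cell list, which had 1 tested gene, had a log2 fold change of -1.97 (FDR 0.031). Reactome sets numbered 54 higher and 11 lower at an adjusted p-value under 0.05, among them lower interferon signaling (normalized enrichment score -1.72, adjusted p = 0.00746) and platelet activation (-2.16, adjusted p = 1.8e-09 by fgsea's permutation test).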

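With limma on the normalized counts, 0 genes passed both thresholds between MI + MSC and MI, and 0 between Blood + MSC and Blood. At an unadjusted p-value under 0.05 there were 925 genes in the heart, 377 higher and 548 lower in MI + MSC, with a lowest adjusted p of 0.34. In blood there were 848 such genes, 502 higher and 346 lower in Blood + MSC, with a lowest adjusted p of 0.672. Count models on the recovered reads called more genes. DESeq2 fitted to only the groups compared called 15 higher and 15 lower genes in the heart and 2 higher and 39 lower in blood, while DESeq2 over all libraries called 26 higher and 51 lower in the heart and 4 higher and 161 lower in blood. The total in the heart moved most with limma-voom and sample quality weights, to 41 higher and 221 lower DEGs, and the higher DEGs alone moved most with DESeq2 on the cardiac libraries and the deposited size factors, a setting chosen after seeing the data, to 49. edgeR's quasi-likelihood test called 2 higher and 7 lower genes in the heart and 4 higher and 70 lower in blood. On simulated reads, 200 genes well expressed in both tissues were changed in each design. At the dispersions of these data, limma found 68 in the heart design and 9 in the blood design. DESeq2 over all libraries found 154 and 100, with 13 and 12 genes called wrongly. DESeq2 on the 2 groups found 149 and 79, with 10 and 7 called wrongly.
Fn1 (ENSMUSG00000026193, chromosome 1, 71624673 to 71692419 in GRCm39) had 4328 ± 2282 normalized counts (SD, n = 2) in Blood + MSC and 1090 ± 37.8 (SD, n = 2) in Blood, a log2 fold change of 1.88 (standard error 0.56, limma adjusted p = 0.672), and 1.32 to 2.45 with 1 library left out. Cxcl13 (ENSMUSG00000023078, chromosome 5, 96104810 to 96108927) had 44.3 ± 21.4 normalized counts (SD, n = 2) in Blood + MSC, from 111 and 353 reads, and 0 and 1 read in the Blood libraries, so that it was at least 3.83-fold higher (limma adjusted p = 0.672). Both genes were called by DESeq2 in either fit. Among the genes lower in Blood + MSC, S100a9 had 3427 ± 986 normalized counts (SD, n = 2) against 13442 ± 3941 (SD, n = 2) in Blood (log2 fold change -1.97, limma adjusted p = 0.672), and Ly6g 49.1 ± 11.2 against 421 ± 316 (log2 fold change -2.83). The log2 fold change was -2.44 for Retnlg, -3.21 for Fasl, -2.87 for Itga2b, -3.29 for Ly6g6f, -3.09 for Gchfr, -3.11 for Pcp4l1 and -2.77 for Sytl4. Without Blood 21, it was -1.75 for Fasl, -1.27 for Itga2b, -0.99 for Ly6g6f, -0.79 for Gchfr, -1.06 for Pcp4l1 and -0.55 for Sytl4, and without Blood 22 it was -1.98 for Ly6g and -1.69 for Retnlg. Gm24105 was under the filter, with 8 and 3 reads in Blood and 0 and 2 in Blood + MSC. In the heart, Siglecf (ENSMUSG00000039013) was higher in MI + MSC with 351 ± 190 normalized counts (SD, n = 3) against 95.5 ± 17.6 (SD, n = 3), a log2 fold change of 1.68 (limma adjusted p = 0.517), and Ly6c1 and Podxl were lower with log2 fold changes of -2.15 and -1.89.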

Volcano plot analysis further underscored tissue-specific differences: in cardiac neutrophils, MSC treatment significantly altered expression of 33 genes (17 upregulated, 16 downregulated), while in blood neutrophils, only two genes (*Fn1* and *Cxcl13*) were significantly upregulated, and 26 genes were downregulated (Fig. 4c, d).

**Fig. 5:**
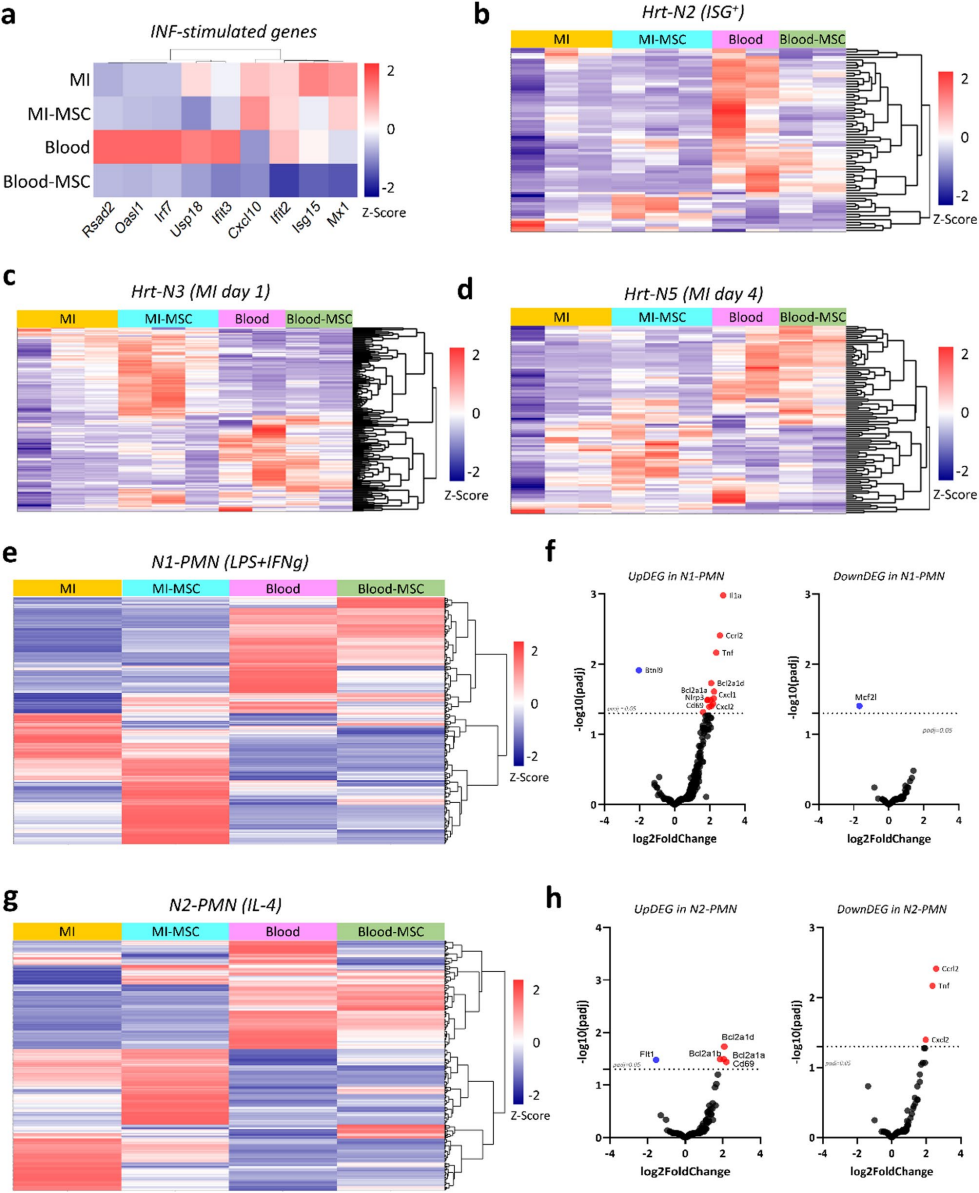
Transcriptomic profiling of neutrophil polarization by MSC remote transplantation. **a** Heatmap of interferon-stimulated genes (ISGs) across conditions: MI, MI + MSC, blood, and blood + MSC. MSC treatment modulates ISG expression in the blood, reducing inflammation-associated signatures. **b-d** Heatmap for the hierarchical clustering of differentially expressed gene profiles in neutrophil subsets as characterized by Calcagno et al.: Hrt-N2 characterized by ISG expression (**b**), Hrt-N3, identified at day 1 post-MI (**c**), and Hrt-N5, identified at day 4 post-MI (**d**), showed distinct transcriptional profiles modulated by MSC administration. **e** Heatmap of transcriptional profiles of cardiac and blood neutrophils based on N1-polarized neutrophils (N1-PMN; stimulated with LPS + IFNγ) as characterized by Mihaila et al. MSC treatment attenuates pro-inflammatory N1-PMN transcriptional profile in blood neutrophils while increasing it in cardiac neutrophils. **f** Volcano plots of DEGs from N1-PMNs, showing upregulated (red) and downregulated (blue) genes following MSC treatment in cardiac neutrophils. MSC treatment significantly impacts several key pro-inflammatory and anti-inflammatory genes (labelled). **g** Heatmap of transcriptional profiles of cardiac and blood neutrophils based on N2-polarized neutrophils (N2-PMN; stimulated with IL-4) as characterized by Mihaila et al. MSC treatment significantly altered the anti-inflammatory N2-PMN transcriptional profile in both MI-derived and blood neutrophils. **h** Volcano plots of DEGs from N2-PMNs, showing upregulation of both upregulated DEGs (left) and downregulated DEG (right) genes in MI-derived neutrophils by MSC treatment

Further pathway enrichment analysis using ToppGene and Enrichr provided additional insights into the specific biological states including biological processes and molecular functions. To this, we queried only the significant upregulated or downregulated DEGs against curated pathway databases such as Gene Ontology (GO), Biocarta, KEGG, Reactome and WikiPathways (for ToppGene) or Bioplanet (for Enrichr). ToppGene analysis revealed that, in cardiac neutrophils of MSC-treated animals, upregulated DEGs were primarily associated with immune activation and inflammatory responses, while downregulated DEGs were linked to angiogenesis, vascular remodelling, and leukocyte migration. Blood neutrophils displayed no significant pathway enrichment among downregulated DEGs (Fig. 4e). 

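All 6 of the inflammatory genes Nlrp3, Cd69, Tnf, Cxcl2, Cxcl1 and Il1a were higher in every MI + MSC library than in every MI library, and 0 of them passed the limma thresholds. Il1a (ENSMUSG00000027399, chromosome 2, 129140291 to 129152098 in GRCm39) had 383 ± 156 normalized counts (SD, n = 3) in MI + MSC and 55.2 ± 34.7 (SD, n = 3) in MI, a log2 fold change of 2.92 (standard error 0.57, limma adjusted p = 0.34), and 2.25 to 3.35 with each library left out in turn. Tnf (ENSMUSG00000024401, chromosome 17, 35418357 to 35420983) had 2143 ± 1129 against 465 ± 159 normalized counts, a log2 fold change of 2.07 (standard error 0.58, limma adjusted p = 0.517). The log2 fold changes of Cxcl1, Cd69, Cxcl2 and Nlrp3 were 2.20, 2.18, 1.82 and 1.60. DESeq2 on only the cardiac libraries called 5 of the 6, and gave Cxcl2 an adjusted p of 0.0518.
Timp3, Timp4, Cxcl12, Esam, Jam2, Flt1, Aqp1 and Mcf2l were lower in every MI + MSC library than in every MI library, again without passing the limma thresholds. Cxcl12 (ENSMUSG00000061353, chromosome 6, 117144945 to 117158328) had 196 ± 73.6 normalized counts (SD, n = 3) in MI + MSC and 762 ± 61.4 (SD, n = 3) in MI, a log2 fold change of -2.02 (standard error 0.39, limma adjusted p = 0.34), and Timp3 (ENSMUSG00000020044) had 169.6 ± 78.0 against 595 ± 71.7, a log2 fold change of -1.92 (standard error 0.40). The log2 fold changes were -2.33 for Timp4, -1.92 for Mcf2l, -1.91 for Aqp1, -1.87 for Esam, -1.83 for Flt1 and -1.81 for Jam2, and all 8 genes were called by DESeq2 on the cardiac libraries alone. A list of 13 tested endothelial genes that leaves out all of these fell with them, with a mean log2 fold change of -1.35 (12 of 13 genes lower, camera FDR 1.18e-12), from 7.57 ± 0.05 (SD, n = 3) in MI to 6.21 ± 0.43 (SD, n = 3) in MI + MSC without overlap. Over all tested genes, 1923 (16.7%) had separate groups in the heart in either direction, where 10% would by chance.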

Enrichr analysis identified clusters of upregulated genes (*Nlrp3*,* Cd69*,* Tnf*,* Cxcl2*,* Cxcl1*, and *Il1a*) linked to an enriched inflammatory pathway, while downregulated genes (*Timp3*,* Timp4*,* Cxcl12*,* Esam*,* Jam2*,* Flt1*,* Aqp1* and *Mcfl2*) were associated with tissue remodelling, angiogenesis, and immune cell migration (Fig. 4f, g). 

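The Ifit genes lie side by side on chromosome 19 of GRCm39, from Ifit2 at 34527932 to Ifit1 ending at 34632174. Ifit1 (ENSMUSG00000034459) had 110 ± 44.3 normalized counts (SD, n = 2) in Blood + MSC and 643 ± 389 (SD, n = 2) in Blood, a log2 fold change of -2.44 (standard error 0.62, limma adjusted p = 0.672). Ifit2 (ENSMUSG00000045932) had 29.2 ± 15.3 against 269.7 ± 168 normalized counts, a log2 fold change of -3.06 (standard error 0.68). Ifit3 (ENSMUSG00000074896) had 63.7 ± 27.7 against 444 ± 231 normalized counts, a log2 fold change of -2.73 (standard error 0.48). Its near-identical neighbour Ifit3b (ENSMUSG00000062488) had a log2 fold change of -2.66, and reads could be split between these genes in counting, so their separate values are uncertain. Each gene was lower in both Blood + MSC libraries than in both Blood libraries. Of all tested genes, 36.4% had groups apart in either direction, where 33.3% would by chance. With 1 blood library left out, the log2 fold change of Ifit1 was -3.10 to -1.78, that of Ifit2 -3.74 to -2.38 and that of Ifit3 -3.28 to -2.18. DESeq2 on the blood libraries alone called Ifit1, Ifit2 and Ifit3, with adjusted p-values of 0.0226, 0.00561 and 0.00684.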

In blood neutrophils, MSCs suppressed a small cluster of interferon-response genes (*Ifit1*,* Ifit2*,* Ifit3*), which are involved in adverse cardiovascular outcomes (Fig. 4h) [37].

Overall, these findings highlight that MSCs selectively modulate neutrophil phenotypes and functions, in a tissue-specific manner, promoting inflammatory pathways in the cardiac microenvironment.

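The difference between the MSC effects in heart and blood was tested with the interaction term of the same limma model. It passed the threshold for 0 genes, with 838 genes at an unadjusted p-value under 0.05 and a lowest adjusted p of 0.627, while DESeq2 over all libraries called 22 genes, 20 with a larger log2 fold change in the heart and 2 with a smaller one. At the level of lists, the NF-kB targets rose more in the heart than in blood by a mean log2 difference of 0.54 (15 of 19 genes, camera FDR 0.0142), and apoptosis genes by 0.51 (11 of 14 genes, FDR 0.0081). In blood itself the NF-kB targets were higher in Blood + MSC by 0.57 (17 of 19 genes, FDR 0.0728). The size of both differences between the tissues depends on single libraries. With each library left out, the cardiac change of the NF-kB targets was 0.85 (without MI 13) to 1.41, and their blood change 0.24 to 0.90. For apoptosis genes the cardiac change was 0.10 (without MI 13) to 0.59, and the blood change -0.20 to 0.01. From its own findings, the paper concludes that MSC act on neutrophils according to the tissue and promote inflammatory pathways in the heart.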

### Validation of MSC-induced transcriptomic changes in neutrophils using independent datasets

To validate our findings, we compared MSC-induced transcriptomic changes in neutrophils with published RNA-seq datasets [8, 38]. Calcagno et al. previously reported that subsets of circulating neutrophils and monocytes express interferon-stimulated genes (ISG) before infiltrating the infarcted heart, suggesting that innate immune pathways could be remotely activated [8]. 

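An ISG score was computed as the mean log2(normalized count + 2) over Rsad2, Oasl1, Irf7, Usp18, Ifit3, Cxcl10, Ifit2, Isg15 and Mx1, the 9 genes of Fig. 5a. In blood it was 5.11 and 5.95 in Blood + MSC and 7.52 and 6.72 in Blood, a mean of 5.53 ± 0.60 (SD, n = 2) against 7.12 ± 0.56 (SD, n = 2). The difference of -1.59 had 9 of 9 genes lower and 8 with separate groups (two-sided exact permutation test, p = 0.33, the smallest p that 2 libraries against 2 allow), and camera gave an FDR of 6.4e-10 for these genes as a list. In the heart it was 7.07, 6.44 and 6.83 in MI + MSC and 6.17, 7.57 and 6.84 in MI, a mean of 6.78 ± 0.32 (SD, n = 3) against 6.86 ± 0.70 (SD, n = 3). The difference of -0.08 was smaller than the spread between libraries (two-sided exact permutation test, p = 0.9, where 0.1 is the smallest possible), and 5 of the 9 genes were lower. The MSC effects of the tissues on the score differed by 1.505 (exact permutation test over 120 arrangements, p = 0.2). The blood difference moved most when 22 other interferon-stimulated genes were scored, of which 21 had values, to -1.14. With 1 library left out it was -2.01 to -1.17 in blood, and -0.43 to 0.27 in the heart.

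**Figure D2:**
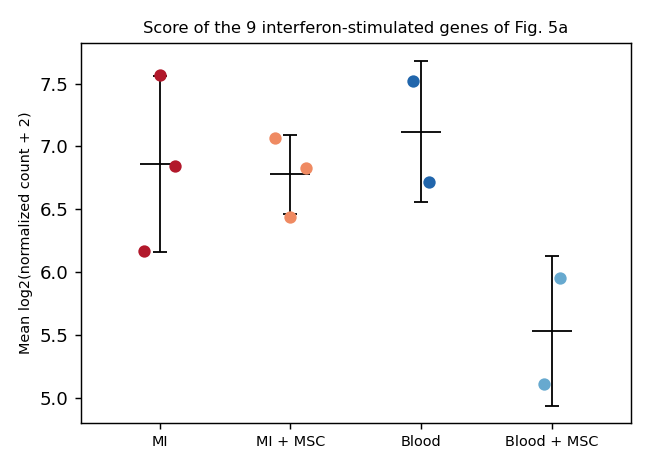
ISG score of each library in the 4 groups (y axis, mean log2(normalized count + 2) over the 9 genes of Fig. 5a; points are libraries, bars are group means and whiskers the SD, n = 3 in the cardiac and n = 2 in the blood groups). The Blood + MSC libraries, at 5.11 and 5.95, lie under both Blood libraries, at 6.72 and 7.52, while MI and MI + MSC overlap.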

We investigated whether the enrichment of interferon signalling identified in blood neutrophils from MSC-treated mice could be assessed by the ISG score identified by Calcagno et al. Our analysis revealed that MSC transplantation significantly reduced the ISG signature in circulating neutrophils but had no impact on cardiac neutrophils (Fig. 5a-b). To further explore MSC-induced transcriptional changes, we aligned our data with the five intracardiac neutrophil subsets defined by Calcagno et al. Notably, MSC treatment enhanced the neutrophil subset associated with NF-κB activation in day 1 post-MI (Fig. 5c). In contrast, the subset linked to reparative neutrophils at later stages of MI (day 4), remained unaffected in both blood and cardiac neutrophils (Fig. 5d).

To extend these insights, we examined how MSC-induced transcriptional changes aligned with previously characterized N1 and N2 neutrophil transcriptomes [38], in order to determine if remote MSC transplantation could transcriptomically mirrors the N1/N2 phenotypes in blood or MI neutrophils. Heatmap analysis revealed pronounced transcriptional changes in cardiac neutrophils from MSC-treated animals, while blood neutrophils showed only minor changes (Fig. 5e, g). Upregulated genes associated with N1 neutrophils were significantly increased in cardiac neutrophils, suggesting a pro-inflammatory influence of MSCs within the infarcted heart (Fig. 5f). However, blood neutrophils showed a mixed N1/N2 pattern, indicating a less defined impact on the reparatory phenotype (Fig. 5h).

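The N1 genes labelled in Fig. 5f as higher after MSC treatment are Il1a, Ccrl2, Tnf, Bcl2a1d, Bcl2a1a, Nlrp3, Cxcl1, Cd69 and Cxcl2, and all 9 were higher in every MI + MSC library than in every MI library. Ccrl2 (ENSMUSG00000043953, chromosome 9, 110883554 to 110886591 in GRCm39) had 2749 ± 1406 normalized counts (SD, n = 3) in MI + MSC and 490.3 ± 236 (SD, n = 3) in MI, a log2 fold change of 2.47 (standard error 0.63, limma adjusted p = 0.454), and 1.97 to 2.98 with each library left out in turn. Bcl2a1d (ENSMUSG00000099974) had 202 ± 58.7 against 49.1 ± 20.9 normalized counts, a log2 fold change of 2.06 (standard error 0.38, limma adjusted p = 0.34). Bcl2a1a had a log2 fold change of 1.95, and as the Bcl2a1 genes are near-identical copies whose reads the counting could split, their separate values are uncertain. DESeq2 on the cardiac libraries alone gave Ccrl2 an adjusted p of 0.00624 and Bcl2a1d one of 0.0168. Of the labelled genes that were lower, Btnl9 (ENSMUSG00000040283), which the figure places among the genes higher in N1 neutrophils, had 48.0 ± 22.1 normalized counts (SD, n = 3) in MI + MSC and 232 ± 19.1 (SD, n = 3) in MI, a log2 fold change of -2.31 (standard error 0.48, limma adjusted p = 0.34). The MSC effect on each of these genes was not shown to differ between heart and blood, with adjusted p-values of the limma interaction term between 0.63 and 0.98.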

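The legend of Fig. 5h places its volcano plot in neutrophils from MI, and the genes labelled there are Flt1, Bcl2a1d, Bcl2a1b, Bcl2a1a, Cd69, Ccrl2, Tnf and Cxcl2. In blood, the log2 fold change between Blood + MSC and Blood was 1.73 for Bcl2a1d, 0.83 for Ccrl2, 0.77 for Bcl2a1a, 0.74 for Cxcl2, 0.12 for Flt1, 0.07 for Tnf, -0.11 for Bcl2a1b and -0.48 for Cd69. None of these passed the threshold in limma, where the adjusted p was at least 0.67. Of the N1 genes labelled in Fig. 5f, Cxcl1 had 0 and 2 reads in Blood and 45 and 43 in Blood + MSC, and as its mean in Blood + MSC lay under the mean that 3 reads would give in Blood, no fold is given. Il1a (0 and 4 reads in Blood) rose by 1.72 and Btnl9 (0 and 7 reads in Blood) by 1.29 in blood, while Nlrp3 changed by -0.14 and Mcf2l by -1.04. In the heart, Bcl2a1b was higher in MI + MSC with 143 ± 40.7 normalized counts (SD, n = 3) against 40.1 ± 12.9 (SD, n = 3) in MI, a log2 fold change of 1.80 (standard error 0.57, limma adjusted p = 0.53).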

### Independent verification of transcriptomic changes in MSC-modulated neutrophils after MI

To orthogonally validate the transcriptomic signatures, we quantified selected transcripts by RT–qPCR in Ly6G⁺ neutrophils purified from the infarcted left ventricle and peripheral blood of an expanded MI cohort at day 3 (Fig. 6a). In cardiac neutrophils, MSC treatment significantly increased *Ccrl2*, *Tnf*, and *Siglecf*, with concordant upward trends for *Nlrp3* and *Cxcl2* (Fig. 6b), while repair/retention genes (*Timp3*, *Timp4*, *Podxl*, *Cxcl12*) showed no significant change (Fig. 6c). Circulating neutrophils exhibited the same directional shifts predicted by RNA-seq (*Cxcl13*, *Fn1*, *Ifit3*, *Ifit2*, *S100a9*), although most single-gene changes were not statistically significant (Fig. 6d). Overall, these targeted gene-expression measurements corroborate the directionality of key RNA-seq findings and indicate that MSCs mainly modulate inflammatory gene programs in cardiac, rather than blood, neutrophils at this early time point post-MI.

**Fig. 6:**
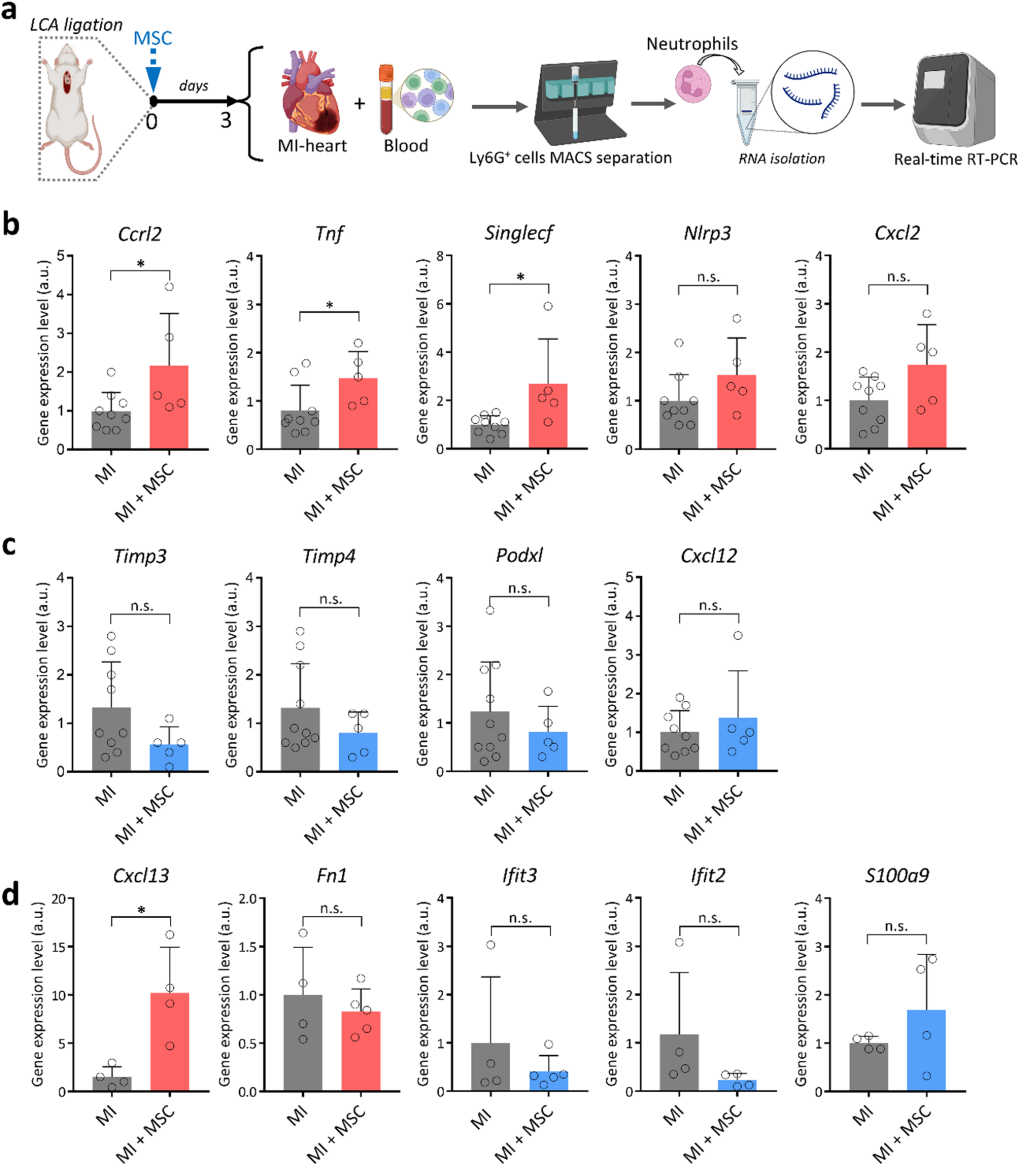
MSC-associated transcriptional changes in murine neutrophils 3 days after MI. **a** Experimental timeline: LCA ligation was performed on day 0, followed by subcutaneous MSC administration. On day 3, hearts and blood were collected, Ly6G⁺ cells were enriched by MACS, and RNA was extracted for RT-qPCR analysis. **b-d** RT–qPCR in Ly6G⁺ neutrophils from the infarcted heart **b**,** c** and peripheral blood **d** of MI and MI + MSC mice. Panel **b** shows genes identified as up-regulated by RNA-seq in cardiac neutrophils (*Ccrl2*, *Tnf*, *Siglecf*, *Nlrp3*, *Cxcl2*); panel **c** shows down-regulated genes (*Timp3*, *Timp4*, *Podxl*, *Cxcl12*); panel **d** shows selected transcripts profiled in blood neutrophils (*Cxcl13*, *Fn1*, *Ifit3*, *Ifit2*, *S100a9*). Data are mean ± SD with individual mice shown (*n* = 4–9 per group). Expression values were normalized to housekeeping genes and plotted as arbitrary units (a.u.). Statistics: unpaired two-tailed t-test (MI vs. MI + MSC); *p* < 0.05 (*); n.s., not significant

### Translational validation of MSC–neutrophil paracrine crosstalk

Finally, to evaluate the translational relevance of MSC–neutrophil paracrine crosstalk, we performed short-term indirect ex vivo cocultures with primary post-MI neutrophils. First, murine blood Ly6G⁺ neutrophils harvested at day 3 post-MI were cocultured with human MSCs monolayers for 24 h (Fig. 7a). RT-qPCR analysis showed significant reductions in the proinflammatory transcripts *Tnf* and *Il1b*, accompanied by a decrease in the anti-inflammatory marker *Mrc1* (Fig. 7b). Secretome profiling demonstrated an attenuation of degranulation/remodelling factors (e.g., MMP-9, MPO, NGAL) in the presence of MSCs, while MMP-2 was significantly increased (Fig. 7c, Suppl. Figure 1). Importantly, blood neutrophils from patients with acute MI cocultured with human MSCs for 24 h exhibited a significant reduction in *TNF* transcript, with *CCL5*, *SOCS3*, *IL1RN* and *MRC1* showing concordant but non-significant trends (Fig. 7d, e). These data indicate that the *TNF*-suppressive effect is conserved across species, but a comprehensive shift to an N2-like state is not evident over 24 h.

Collectively, these findings reveal previously unrecognized effects of MSCs on neutrophil transcriptomes within the MI settings, with potential implications for the post-MI inflammation and tissue remodelling.

**Fig. 7:**
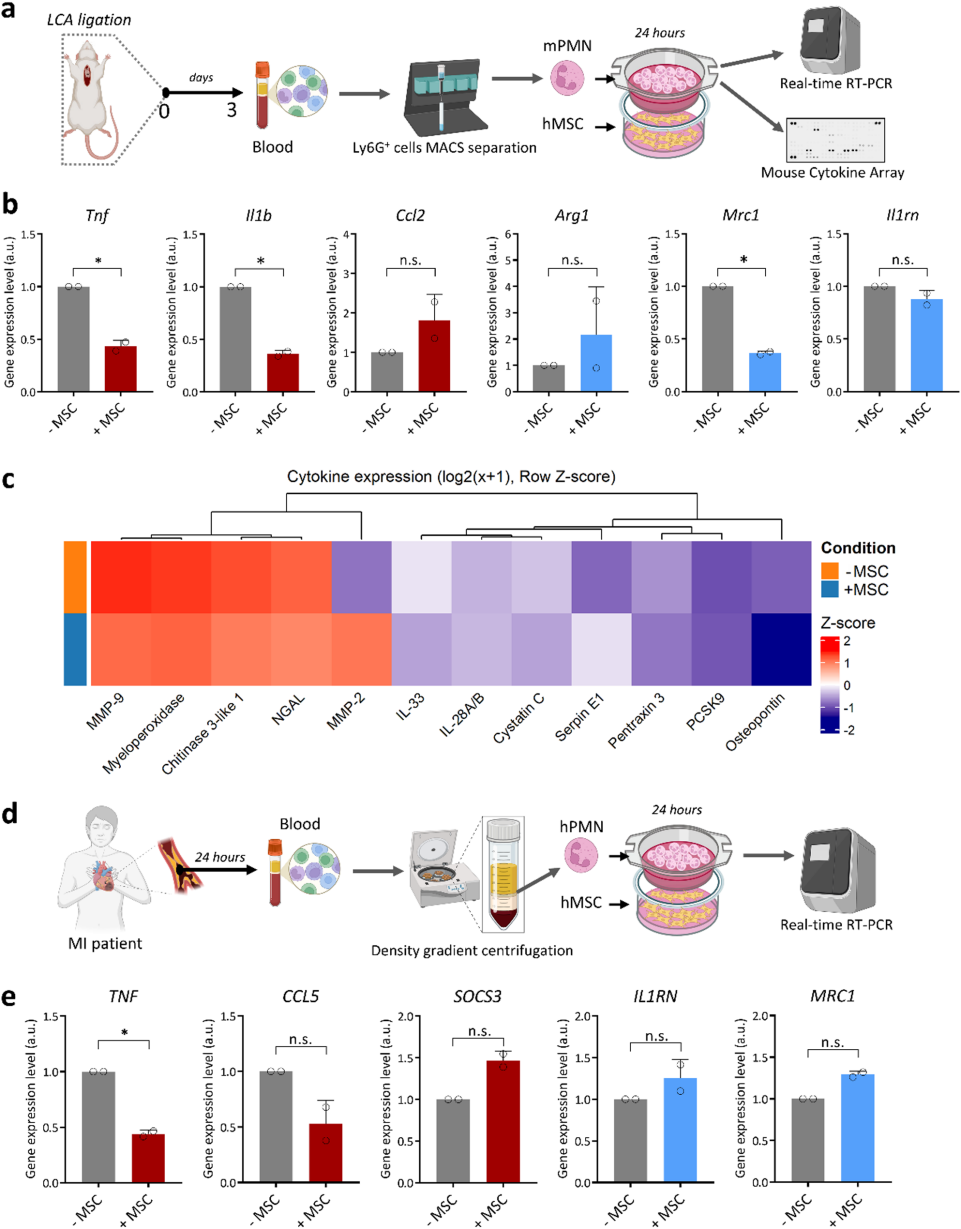
Paracrine crosstalk with MSCs modulates inflammatory outputs of circulating mouse and human neutrophils post-MI. **a** Mouse ex vivo workflow. At day 3 after LCA ligation, peripheral blood was collected and Ly6G⁺ neutrophils were purified by MACS and cultured for 24 h in 0.4-µm transwell inserts above human MSC monolayers (indirect coculture, ±MSC). Neutrophils were then harvested for RT–qPCR, and conditioned media were assayed with a Mouse XL Cytokine Array. **b** Expression of selected inflammatory and reparatory genes (*Tnf*,* Il1b*,* Ccl2*,* Arg1*,* Mrc1*,* Il1rn*) in blood neutrophils cultured alone (–MSC) or with human MSCs (+ MSC). Dots represent independent experiments (*n* = 2); bars show mean ± SD. Expression was normalized to housekeeping genes and plotted as arbitrary units (a.u.). Statistics: paired two-tailed t-test; *p* < 0.05 (*); n.s., not significant. **c** Mouse cytokine array. Heat map of secreted proteins (log₂[x + 1], row Z-score) measured in supernatants from mouse neutrophils cultured alone (–MSC) or with human MSCs (+ MSC), highlighting changes across targets, with the biggest difference identified in the expression level of MMP-2. **d** Human ex vivo workflow. Peripheral blood was obtained from MI patients within 24 h of presentation (ethics/consent obtained). Human neutrophils (hPMN; MACS-enriched) were cocultured 24 h with human MSCs in transwells (± MSC) and analysed by RT–qPCR. **e** Transcript levels of *TNF*, *CCL5*, *SOCS3*, *IL1RN*, and *MRC1* in human neutrophils cultured alone (–MSC) or with human MSCs (+ MSC) for 24 h. Dots denote independent experiments (*n* = 2); bars show mean ± SD. Normalization and statistics as in panel b

## Discussion

Following myocardial infarction, the heart undergoes an inflammatory cascade that consists of an initial pro-inflammatory phase followed by the clearance of cellular debris, through a resolution phase that activates the reparative program [39]. This progression involves neutrophils as early responders, followed by monocytes and macrophages that orchestrate tissue repair. Neutrophils clear necrotic tissue and release mediators that activate macrophages and monocytes for tissue repair. This response is characterized by neutrophil polarization from an N1 inflammatory state to an N2 reparative state, a shift essential for resolution and healing [39]. However, these processes culminate in fibrotic scar formation, which hinders cardiac recovery [6].

MSCs are recognized for their immunomodulatory properties in post-MI settings, notably through macrophage polarization toward reparative M2 phenotypes [13, 14, 40]. This study investigated the underexplored role of MSCs in neutrophil polarization, revealing three important findings: (i) MSCs promote an anti-inflammatory N2-like neutrophil phenotype in vitro via paracrine signalling; (ii) remote transplantation of MSCs reduces neutrophil infiltration into infarcted myocardium and improves early cardiac performance, (iii) MSCs induce significant transcriptomic changes in neutrophils, predominantly affecting inflammatory signalling pathways in the MI microenvironment.

Functional and transcriptomic plasticity of neutrophils has been documented in cancer and MI, where polarization into N1 and N2 states has been validated in vitro and in vivo [36, 38, 41]. Using HL-60 cells differentiated into neutrophil-like cells, which circumvents the limited lifespan of primary neutrophils in vitro [42–44], we established an in vitro model to study N1/N2 polarization, and their responsiveness to biomolecules secreted by MSCs. We demonstrated that MSCs significantly downregulated pro-inflammatory genes in N1-dHL-60 cells while upregulating N2 markers such as TGM2 and IL-10. These findings are consistent with earlier reports of MSC-mediated neutrophil polarization through paracrine mechanisms [45, 46]. Moreover, we observed a metabolic shift in neutrophils cocultured with MSCs, from the primarily glycolytic metabolism of these cells to an enhanced oxidative metabolism. This change boosts the ability of the cells to produce ROS and therefore perform the characteristic oxidative burst [47, 48].

Nevertheless, understanding the impact of MSCs on inflammatory responses in vivo is essential for advancing MSC-based therapies. Subcutaneous transplantation of MSC, a minimally invasive delivery method, has shown promise in reducing systemic inflammation and protecting distant organs without requiring direct migration to the injury site [11]. Neutrophils, which play a critical role in the inflammatory phase, being increasingly recognized as contributors to the reparative phase [36, 49], are key targets for MSC-mediated immunomodulation. It was shown that MSCs promoted neutrophil apoptosis, which subsequently enhanced macrophage polarization toward reparative phenotypes, thereby reducing inflammation and supporting cardiac repair [8, 50].

Elevated neutrophil counts are associated with poor clinical outcomes and increased mortality in patients with acute coronary syndromes [51, 52]. However, while post-MI neutrophil depletion promotes macrophage polarization toward reparative phenotypes, it also worsens cardiac function, increases fibrosis, and leads to progressive heart failure in murine models [53]. Yet, neutrophil reduction may significantly influence the transition between the inflammatory and reparative phases during myocardial healing [54]. Our data demonstrate that MSC remote transplantation has an early effect on cardiac performance that reflects paracrine immunoregulatory actions rather than a structural remodelling of the heart. Moreover, MSCs effectively limit inflammatory leukocyte infiltration post-MI, highlighting MSCs systemic immunomodulatory capability. Previous studies reported a temporal polarization of neutrophils in the left ventricle post-MI [53, 55], while single-cell transcriptomics provided further insights into the heterogeneity of cardiac cellular responses [8, 56, 57].

The molecular mechanisms underlying neutrophil-MSC crosstalk in vivo remain poorly understood. While MSCs are widely recognized for their anti-inflammatory properties [12], our work uniquely demonstrates that remote MSC transplantation is associated with transcriptomic enrichment of pro-inflammatory programs in cardiac neutrophils, suggesting a compartment-specific response to MSC therapy after MI. A prudent explanation is indirect shaping of the myocardial chemokine/cytokine milieu by MSCs, which could skew recruitment toward earlier, more inflammatory neutrophil subsets. Alternatively, MSC-derived paracrine cues may promote phenotypic plasticity of infiltrating neutrophils, re-imprinting them within the ischemic microenvironment. A third, non-exclusive mechanism is MSC-mediated modulation of other immune effectors (e.g., macrophages or T cells) that secondarily direct neutrophil activation states via cross-talk. While our findings do not resolve causality among these possibilities, they refine the prevailing view of MSCs as uniformly anti-inflammatory and highlight the need to consider systemic dampening versus local re-programming as separable axes of MSC action.

Together, our mouse and human ex vivo data independently validate the MSC–neutrophil paracrine interaction observed in vivo and support its likely translational relevance by demonstrating that neutrophils post-MI are responsive to MSC-derived signals. Particularly, secretome profiling showed an increased secretion of MMP-2 and Serpin E1 by day-3 post-MI neutrophils in the presence of MSCs, indicating also an MSC-driven shift toward ECM remodelling and controlled fibrinolysis.

It is of note that, the targeted RT-qPCR validation broadly corroborated the RNA-seq findings and underscores a compartment-specific reprogramming of neutrophils by remote MSC delivery after MI. While some qPCR comparisons were underpowered, the overall concordance in direction with RNA-seq strengthens the conclusion that MSCs differentially modulate neutrophil programs in blood versus infarcted myocardium. The convergence of in vivo function, transcriptomics, RT-qPCR, and ex vivo human data strengthens this interpretation and refines expectations for MSC therapy: MSCs temper neutrophil effector programs systemically but their net impact within the infarct is dictated by local cues.

This dichotomy challenges the general view of MSCs as uniform anti-inflammatory agents and highlights the complexity of MSC-neutrophil interactions, emphasizing the need for context-dependent analyses to fully understand MSC functions in vivo. When considered within the broader landscape of in vivo cellular interactions, these findings align with the dynamic behaviour of various cell populations [58]. They also shed light on how MSCs influence the microenvironment at sites of injury, providing a more nuanced understanding of their role in immune modulation.

### Study limitations

While our study provides significant insights into the therapeutic potential of subcutaneous MSC transplantation, some areas warrant further exploration. A main limitation of this study is the species mismatch between the experimental systems. Although HL-60 differentiation provides a reproducible platform and human MSCs are highly relevant to clinical translation, the behaviour of these human cells may not faithfully recapitulate that of primary murine MSCs and neutrophils within the post-MI cardiac microenvironment. This raises the concern that the divergent responses observed in vitro and in vivo may, at least in part, reflect a species mismatch rather than differences in the experimental setup. We partially address this by complementing the in vivo model with ex vivo cocultures of human MSCs with primary peripheral neutrophils obtained from MI mice and from MI patients, which showed directionally consistent suppression of pro-inflammatory transcripts and modest effects on selected regulatory markers. Other limitations may include the in vivo use of syngeneic mouse MSCs at a single subcutaneous dose/time point. Thus, our findings may not generalize to other MSC sources, doses, routes, or temporal windows. Finally, some ex vivo cytokine and coculture assays were performed with limited replicates, and several qPCR trends did not reach statistical significance, warranting confirmation in larger, prospectively powered experiments and with additional MSC doses/routes and time points. Collectively, these constraints temper over-generalization but do not weaken the central conclusion that MSCs can modulate neutrophil programs relevant to post-MI inflammation through paracrine mechanisms.

## Conclusions

In summary, our results indicate that anti-inflammatory properties of MSCs should not be viewed as a general mechanism, but rather as an adaptive process shaped by cell types and tissue-specific microenvironments. While the study deepens our understanding of MSC–neutrophil interactions and highlights important clues for refining MSC-based strategies to balance inflammation and repair post-MI, further studies in clinically relevant humanized systems are essential to confirm translational relevance.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1.

Supplementary Material 2. fig 1 Proteome profile analysis of dHL-60 secretome in unstimulated N0 state compared with N1 or N2 polarization phenotypes (top), and secretome of mouse neutrophils from MI-mice after 24 hours of indirect coculture with human MSC in vitro.

Supplementary Material 3. Fig 3 MSC-mediated modulation of macrophage polarization in vitro. (a) Schematic of the experimental design. THP-1 monocytic cells were differentiated into M0 macrophages (M0 Mac) using PMA (100 nM, 72 h). M0 macrophages were polarized toward M1 (pro-inflammatory; LPS+IFNγ, 48 h) or M2 (anti-inflammatory; IL-4, 48 h) phenotypes, either in the absence (-MSC) or presence (+MSC) of human MSCs in coculture. Marker genes for M1-like macrophages (e.g., TNF, IRF7, CCL5, SOCS3) and M2-like macrophages (e.g., MRC1, TGM2, CCL22, CCL17) were analysed by RT-qPCR. Representative phase-contrast images of THP-1 cells, M0 macrophages, and polarized M1/M2 macrophages are shown.(b) mRNA levels of M1 markers (TNF, IRF7, CCL5, SOCS3) normalized to M0 (-MSC). MSC treatment significantly reduced M1 marker expression compared to control conditions, indicating suppression of pro-inflammatory polarization.(c) mRNA levels of M2 markers (MRC1, TGM2, CCL22, CCL17) normalized to M0 (-MSC). MSC treatment enhanced the expression of these markers, supporting the promotion of anti-inflammatory and reparative macrophage polarization.

Supplementary Material 4. Fig 3: Effects of MSC-dHL-60 coculture on cell behaviour and function. a Representative phase-contrast images showing the morphological changes of MSCs under various culture conditions. MSCs were cultured either in MSC-specific growth medium (as control) or in HL-60-specific medium, in the absence (N0) or presence of the polarizing growth factors, LPS+IFNγ (typical for N1), or IL-4 (typical for N2), for 24 or 48 hours. MSC morphology was not affected, yet a modest decrease in cell proliferation was noted in HL-60 medium. Scale bar = 50 μm. b Flow cytometric analysis of dHL-60 phagocytosis activity using pHrodo-FITC. Polarized dHL-60 cells (N0, N1, N2) were cocultured with or without MSCs, and phagocytosis was quantified by the uptake of pHrodo-labelled particles. The proportion of pHrodo-positive cells is indicated in each quadrant. c Quantification of phagocytic activity. Mean fluorescence intensity (MFI) of pHrodo-FITC was used as an indicator of phagocytosis. MSC coculture do not modify the phagocytic function of N0-N1-N2 dHL-60 cells.

Supplementary Material 5. Fig 4 Transcriptomic analysis of neutrophils. a Bar plot from Venn diagram analysis displaying the overlap of differentially expressed genes (DEGs) in Ly6G⁺ neutrophils isolated at day 3 post-MI from infarcted heart or blood, in mice treated with or without MSCs. The number of unique and shared DEGs between conditions is indicated. b GSEA plot showing the enriched signalling pathways activated in blood neutrophils in response to MSC transplantation. Normalized enrichment scores (NES) are depicted, with statistical significance denoted by the p-value in gradient, and dot size represents gene ratio. c Cell-type enrichment analysis using the Tabula Muris reference signature. Plots show the top significantly enriched immune cell types (Fisher’s exact test, p-adj < 0.05) based on cell origin across the four conditions.

## Data Availability

The RNA-seq datasets described in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE287432. All other data that support the findings on this study are available in the supplementary data files or from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

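The deposited data are RNA-seq libraries of Ly6G+ cells taken at day 3 after ligation of the left coronary artery in mice, from the infarcted left ventricle (3 MI and 3 MI + MSC libraries) and from blood (2 Blood and 2 Blood + MSC libraries). The legend of Fig. 3a gives 3 mice per group. MSC were injected under the skin at 3 sites with 1000000 cells each. All 10 libraries were used, and each library was assigned to its group from its label. The labels do not say which heart and blood libraries came from the same mouse, so no pairing was used.

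According to the paper's methods, the authors trimmed the reads, removed duplicates, mapped them with STAR to GRCm39, counted them per gene and strand with featureCounts, left out mitochondrial reads and normalized with DESeq2. The deposited values are signal values, made by the authors by dividing the read count of each gene by the DESeq2 size factor of its library. The table named as raw counts holds 0% whole numbers and equals the table named as normalized in all 281850 values. Within each library, 100% of the values were whole multiples of the value of a single read, found from the steps between low values. Dividing by this step gave the recovered reads. The annotation was GENCODE's for GRCm39, which held 27906 of the 28185 gene identifiers, 17888 of them coding, while 279 were not in it and 0 were mitochondrial. It may differ from the Ensembl release the authors used. Identifiers of 21703 genes were paired with Entrez identifiers for the Reactome sets.

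Recovered reads per library ranged from 148594 (MI 13) to 8602711 (Blood + MSC 24), with medians of 1433926 in MI and 1979944 in MI + MSC. One read equals 8.40 normalized counts in MI 13 and 7.07 in Blood 21, against 0.168 to 2.30 in the other libraries. The smallest detectable amount was taken as 3 reads, which is 25.2, 2.88 and 1.54 normalized counts in MI, 2.03, 6.89 and 2.03 in MI + MSC, 21.2 and 1.95 in Blood, and 0.788 and 0.505 in Blood + MSC. A fold against a group whose libraries all had 3 reads or fewer was computed against that floor and is a lower bound. The 10 genes with the most reads took between 3.73% and 9.41% of the reads of a library. Floors cover counting error alone.

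The design written before the data were examined assumed raw counts and edgeR's quasi-likelihood test. As the deposited values are normalized, the test used is limma (3.58.1) with an intensity trend, on log2(normalized count + 2) and with 1 mean per group over all 10 libraries, and edgeR as designed was added as an alternative. Tested genes had a mean of at least 10 normalized counts (11549 genes). The pseudocount and the filter were fixed after a first look at pseudocounts of 1, 5 and 10 and mean minimums of 10 and 20, all of which gave 0 DEGs in heart and 0 in blood, with 925 and 848 genes at an unadjusted p-value under 0.05 in the setting that was kept. A DEG had a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.5, and the interaction of MSC treatment and tissue needed the adjusted p-value alone. Fold changes are on the log2(value + pseudocount) scale, which understates the change of low genes. On the recovered reads, edgeR (4.0.16) called 2 higher and 7 lower genes in the heart and 4 higher and 70 lower in blood, and DESeq2 (1.42.0) fitted to all libraries called 26 and 51 in the heart and 4 and 161 in blood.

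The genes named are every gene the paper names for a comparison, the 9 genes of Fig. 5a, and in each comparison the 10 DEGs with the largest absolute log2 fold change whose groups do not overlap. The gene written Mcfl2 in the paper's text was taken as Mcf2l. Gene lists for pathways and cell types were written by hand before the data were examined and leave out the genes named in Fig. 4, except Ifit2 and Ifit3 on the list of Fig. 5a and Ifit1 and Ifit3b on the list of other interferon-stimulated genes. Of 24 lists, 23 had a tested gene. The full membership of the lists, and a result that needs it, are not reported here. They were tested with camera (inter-gene correlation 0.01) and, as an alternative, with fry. Reactome sets of 15 to 500 genes were tested with fgsea (1.28.0) on genes ranked by -log10(p) times log2 fold change, the metric of the paper. List scores, ISG scores and numbers of expressed genes were compared with two-sided exact permutation tests in scipy (1.17.1). R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used, with fixed random seeds.

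limma, edgeR, DESeq2, voom, camera, fry and fgsea were tested on simulated reads. These were drawn from the mean of each tissue and the depths and dispersions of these libraries. In each design, 200 genes well expressed in both tissues were changed by a log2 fold change of 2. The reads followed a negative binomial distribution, the model of edgeR and DESeq2. In the heart design, limma found 68 of them (2 other genes called), edgeR 108 (5), DESeq2 over all libraries 154 (13), DESeq2 on the 2 groups 149 (10) and voom 132 (5). In the blood design, they found 9 (0), 43 (2), 100 (12), 79 (7) and 48 (7). At a dispersion of 0.05, limma found 193 in the heart and 162 in the blood design. Given a list of 15 genes raised in the heart design and 20 lists of unchanged genes, camera, fry and fgsea each called the changed list and 0 of the others. The simulated genes were drawn independently and the unchanged lists at random. This therefore does not test false calls for lists whose genes vary together.

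Alternatives set before the data were examined were other scalings, filters, tools and groups in the model, other minimums for expressed genes, other gene-list tests and leaving out each library. Added after seeing the data were edgeR on recovered reads, pseudocounts of 0.5, 1, 5 and 10, mean minimums of 20 with pseudocounts of 1, 5 and 10, TMM scaling, filterByExpr, and further DESeq2 and voom settings. TMM factors were first computed on all genes and then on the tested genes, and both are among the alternatives. The means of the lists under each scaling and the folds against the floor were also added after seeing the data. The Hallmark, Tabula Muris and published neutrophil subset gene lists of the paper were not used here, and its qPCR, flow cytometry and culture experiments were not analysed here.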

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

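The tests of explanations below were set before their results were seen, except for details fixed after values had been printed, namely the limit at which the endothelial list counts as nearly absent from blood (the highest blood sum under 10% of the lowest cardiac sum), the separation of groups as the measure for sex-linked genes (an earlier limit of a 10-fold difference also gave 0 genes), and the choice of lists reported here (at least 5 tested genes, and either a cell type or the immediate-early response). All lists were written before the data were examined.

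The interaction term of MSC treatment and tissue, tested by camera, passed the threshold for 13 gene lists. The mean log2 effect in the heart exceeded that in blood by 3.19 for platelet genes (13 of 13 genes, FDR 2.9e-07), 1.505 for the ISGs of Fig. 5a (9 of 9 genes, FDR 3.3e-05), 1.05 for other interferon-stimulated genes (19 of 20 genes, FDR 5.8e-06), 1.03 for reactive oxygen species genes (13 of 15 genes, FDR 6.0e-05), 0.83 for neutrophil genes (8 of 11 genes, FDR 0.0185), 0.80 for macrophage genes (8 of 11 genes, FDR 0.0065), 0.60 for immediate-early genes (13 of 15 genes, FDR 0.0083), 0.54 for NF-kB targets (15 of 19 genes, FDR 0.0142) and 0.51 for apoptosis genes (11 of 14 genes, FDR 0.0081). The difference was -2.35 for erythroid genes (8 of 8 genes, FDR 0.0215), -1.33 for striated muscle genes (15 of 15 genes, FDR 0.0016), -1.08 for mural cell genes (7 of 9 genes, FDR 0.0055) and -0.94 for endothelial genes (10 of 13 genes, FDR 3.7e-04). The last 3 lists were low in all blood libraries, with scores of 1.88 to 2.12, 2.12 to 2.49 and 2.83 to 3.47 where a gene without reads scores 1, so a fall there could hardly be measured. Their differences mostly restate the cardiac changes of -1.26, -0.90 and -1.35 and are no evidence that the MSC effect depends on the tissue. Relative to the median of all tested genes, these directions were the same under the deposited size factors, library size and both TMM scalings. With blood groups of 2 libraries, several of these differences rest on the spread within blood. The platelet score was 10.59 in Blood 21 and 5.49 in Blood 22, and the erythroid score 4.00 and 8.92, so neither can be told apart from a difference between the Blood libraries. The neutrophil list in blood changed sign when a library was left out, from -2.01 without Blood 21 to 0.26 without Blood 22. So did the immediate-early list in blood, from -0.56 without Blood + MSC 23 to 0.54 without Blood + MSC 24. In the heart, leaving out MI 13 lowered the macrophage change from 0.65 to 0.13 and the immediate-early change from 0.60 to 0.28. It also lowered the cardiac change of apoptosis genes from 0.42 to 0.10 and that of NF-kB targets from 1.11 to 0.85.

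How often camera gives such results by grouping alone was examined on the cardiac libraries. In 6 of the 10 splits of the 6 cardiac libraries into 3 and 3, the real one included, as many lists changed as the 9 of the real split, so the number of changed lists cannot be told apart from a difference between libraries unrelated to MSC. Single lists stood out more. The unadjusted camera p-value of the endothelial list was 5.1e-14 in the real split and at least 9.4e-05 in the others, and that of the NF-kB targets was 4.9e-11 against at least 2.4e-09. With 10 splits, no share under 0.1 is possible.

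Among the lists of cell types and of immediate-early genes, 5 differed between MI + MSC and MI. The paper reports macrophage signatures, lower myogenesis pathways, and lower DEGs linked to angiogenesis, which bear on several of these lists. Endothelial genes had a mean log2 fold change of -1.35 (12 of 13 genes lower, FDR 1.18e-12), striated muscle genes -1.26 (15 of 15 genes lower, FDR 1.8e-07), mural cell genes -0.90 (9 of 9 genes lower, FDR 9.0e-05), macrophage genes 0.65 (10 of 11 genes higher, FDR 0.00138) and immediate-early genes 0.60 (13 of 15 genes higher, FDR 0.00138). The endothelial and mural scores were lower in every MI + MSC library than in every MI library, while the libraries overlapped for the other 3 lists, and the macrophage difference was 0.13 without MI 13. A candidate explanation for the lower endothelial genes, among them genes the paper reports as DEGs, is less endothelial cell RNA in the Ly6G-selected fraction. The endothelial list, without any gene named in Fig. 4, fell as a list (FDR 1.18e-12). By its score, a mean over genes, it was low in every blood library (2.83 to 3.47, against 5.72 to 7.61 in the cardiac ones). By its sum, the measure of the test, near absence from blood neutrophils stayed open because of Blood 21. The sum was 1590 normalized counts there and 150 to 189 in the other blood libraries, against 902 to 3514 in the cardiac ones. The pattern therefore cannot be told apart from that explanation, nor from an effect of MSC on the cells themselves or on the vessels of the infarct. In the paper's RT-qPCR of an expanded cohort, Timp3, Timp4, Podxl and Cxcl12 did not change significantly.

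The higher immediate-early genes (FDR 0.00138) are what activation of the cells during tissue digestion would give, and such activation may contribute to the higher inflammatory genes in MI + MSC. The list scores were 9.87 ± 0.58 in MI + MSC and 9.27 ± 0.60 in MI and overlapped, and the difference ranged from 0.28 without MI 13 to 0.92 without MI + MSC 18. The paper's methods state that the operated mice were male, so sex was no likely explanation of the cardiac changes from the start. As a check, 0 of 5 sex-linked genes separated MI from MI + MSC, with reads of the Y-linked genes in all 10 libraries. Macrophage RNA, whose list was also higher (0.65, FDR 0.00138), was not tested as a cause of the inflammatory genes. Macrophage and NF-kB scores rose together from MI 13 to MI 19 and MI 20, but not in MI + MSC. MI + MSC 18 had the highest macrophage score (9.53) and the lowest NF-kB score of its group (8.22). MI + MSC 17 had a lower macrophage score (8.52) than MI 19 and MI 20 (8.90 and 9.04). Its NF-kB score was higher (9.10 against 7.80 and 8.11). The macrophage score alone therefore does not order the libraries by NF-kB score. Digestion, macrophage RNA, grouping of libraries alone and MSC treatment remain as explanations of the inflammatory genes. Digestion batches are not given in the labels. The paper reports significantly higher Ccrl2, Tnf and Siglecf by RT-qPCR of Ly6G+ cardiac cells in an expanded cohort, with upward trends for Nlrp3 and Cxcl2. If those mice were not the sequenced ones, which it does not state, this argues against grouping alone for the significant genes. It cannot tell digestion or macrophage RNA from MSC treatment, as those cells also came from infarcted hearts.

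In blood, platelet genes had a mean log2 fold change of -3.50 between Blood + MSC and Blood (13 of 13 genes lower, FDR 4.73e-14). This list leaves out Itga2b and Ly6g6f, which the paper reports as lower, and it fell with them, so less platelet RNA in the Ly6G-selected fraction of Blood + MSC may explain those genes. The change was -6.05 without Blood 22 and -0.95 without Blood 21, so its size rests on Blood 21. No biological explanation was tested apart from MSC treatment, from which platelet content cannot be told apart here.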

How the results depend on the processing

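No paired analysis was possible because the groups compared share no replicate numbers. Alternatives described as added were chosen after seeing the data, and the others were set before. Among the numbers of genes, lists and sets, the scores and the numbers of expressed genes, 283 values under an alternative were on the same side and 59 were not, 40 of these stronger and 19 weaker. For single named genes, 1419 values were the same, 220 stronger, 30 reversed and 4 moved, the last being Ttn and Cxcl12 in MI against Blood without Blood 21 or Blood 22. The cause was not tested for any change given below, unless stated.

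The 0 higher and 0 lower cardiac DEGs (925 genes at an unadjusted p-value under 0.05) and the 0 and 0 blood DEGs (848 genes) were the same in every limma setting on log-transformed values, namely pseudocounts of 0.5, 1, 5 and 10, no filter, filterByExpr, a mean of at least 20 with pseudocounts of 1, 5 and 10, library size, both TMM scalings, only the 2 groups compared, and each library left out where both groups kept at least 2 libraries. The mean of at least 10 normalized counts, listed as an alternative filter, became the filter of the test itself and gives no separate value, and leaving out the fold change minimum gave the same numbers. Count models and voom called more in the heart. In blood the count models called more in total, while voom called 0. The numbers that follow are for cardiac (higher and lower) and then blood (higher and lower) neutrophils. DESeq2 size factors in edgeR gave 3 and 17, and 0 and 1. DESeq2 over all libraries gave 26 and 51, and 4 and 161, with 22 genes for the difference between tissues. DESeq2 on only the 2 groups gave 15 and 15, and 2 and 39. limma-voom with sample quality weights gave 41 and 221, and 0 and 0. Of the added settings, edgeR on recovered reads gave 2 and 7, and 4 and 70. DESeq2 over all libraries with independent filtering at 0.1 gave 29 and 51, and 4 and 161, with 17 genes for the difference between tissues. DESeq2 on the 2 groups with independent filtering at 0.1 gave 14 and 14, and 2 and 39, and with the deposited size factors 49 and 101, and 1 and 38. limma-voom with TMM and filterByExpr gave 5 and 63, and 0 and 0. Noncoding cardiac DEGs numbered 0 of 873 tested (85 at an unadjusted p-value under 0.05), against 3 with DESeq2 over all libraries, 3 with its added filtering at 0.1, and 10 with limma-voom and quality weights. DESeq2 on the 2 groups, which was not set as an alternative for this number, called 3 noncoding genes, 3 with filtering at 0.1 and 4 with the deposited size factors.

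The genes called were partly shared. In the heart, the 77 genes of DESeq2 over all libraries and the 30 of DESeq2 on the 2 groups had 27 in common, all 9 of edgeR on recovered reads were among the 77, and 70 of the 77 were among the 262 of limma-voom with quality weights. In blood, the 165 and 41 genes of the DESeq2 fits had 33 in common. Of the 161 genes that DESeq2 over all libraries called lower in Blood + MSC, 151 were over 2-fold higher in Blood 21 and 54 in Blood 22. On simulated reads limma recovered fewer changed genes than the count models, 68 of 200 against 154 for DESeq2 over all libraries in the heart design. It also called fewer unchanged ones, 2 against 13. limma was thus the less sensitive test on these reads, which follow the count models and whose changed genes were well expressed in both tissues. For low genes or a library as unlike the others as MI 13, the simulation gives no answer.

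For MI against Blood, 2452 genes were higher and 1556 lower in MI. Library size gave 3778 and 812, limma-voom with quality weights 1001 and 1583, and only the 2 groups compared 1091 and 609. Of the added settings, filterByExpr gave 3891 and 1624, limma-voom with TMM and filterByExpr 587 and 1159, TMM 2303 and 1831, TMM from all genes 1600 and 893, and edgeR on recovered reads 2394 and 2282. A mean of at least 20 gave 1594, 1614 and 1594 higher genes with pseudocounts of 1, 5 and 10. Across the 8 fits that each left out one library and kept at least 2 in both MI and Blood, from 1945 to 2275 genes were higher and from 1227 to 1422 lower. Calls without a Blood library, which leave 1 library in that group, are not given. At an unadjusted p-value under 0.05, the split in the heart was 377 higher and 548 lower with the deposited size factors, 258 and 740 with library size, and 306 and 226 with TMM from all genes. In blood it was 502 and 346, 1234 and 175, and 1544 and 117. These scalings moved the median log2 fold change of all tested genes from -0.01 to -0.14 (library size) and 0.25 (TMM from all genes) in the heart, from 0.11 to 0.37 and 0.72 in blood, from 0.15 to 0.63 and -0.07 in MI against Blood, and from -0.12 to -0.52 and -0.48 in the interaction. Relative to that median, every list reported as changed with at least 5 tested genes kept its direction under each scaling. Without subtracting it, the reactive oxygen species list in blood was 0.15 and the ISG list in the heart 0.19 under TMM from all genes.

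Of the 9 lists changed in the heart and 6 in blood, fry left 1 and 0, while the other settings gave 9 to 10 and 5 to 9, with 9 to 10 in the heart when each library was left out and 5 to 6 in blood when each cardiac library was left out. Of 84 Reactome sets changed in the heart and 65 in blood, 51 and 16 changed with a ranking from DESeq2 over all libraries, 25 and 7 with the added ranking from edgeR, and 124 and 86 with camera. Leaving out each library gave from 2 (without MI 13) to 218 sets (without MI + MSC 17) in the heart. Leaving out each cardiac library gave 58 to 69 sets in blood, and numbers of lists and sets in blood without a blood library, which leave a group of 1, are not given. The number of cardiac sets therefore depends on single libraries more than the number of cardiac lists does.

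The 8035 coding genes shared by the groups were 11456 with a minimum of 1, 9359 with 5, 6486 with 20, 7663 after drawing down, 11918 with a CPM of at least 0.5 and 8439 over all genes, and 7485 to 8115 with each library left out. The excess of expressed coding genes in cardiac over blood libraries (2351 genes) was 4193, 2914, 1561.5, 3359, 4333 and 2746 genes under these settings, and 1894 to 2620 with each library left out. Depth limits these numbers, since 10 normalized counts take 2 reads in MI 13 and Blood 21.

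The ISG score difference in blood (-1.59) was -1.30 with library size, -1.63 with a pseudocount of 0.5, -1.51 and -1.41 with the added pseudocounts of 5 and 10, -1.60 with added TMM scaling and -1.14 with the other interferon-stimulated genes, and -2.01 to -1.17 with each library left out. In the heart (-0.08) it was -0.21 with library size, -0.17 with the other genes, and -0.43 to 0.27 with each library left out. DESeq2 size factors are the deposited scaling and give no separate value.

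Reversed values were found among the ISGs, which changed little in the heart. Oasl1 in heart (0.23) was -0.17 with DESeq2 size factors in edgeR, -0.13 with DESeq2 over all libraries, with and without the added filtering at 0.1, -0.28 with limma-voom and quality weights, and, with added settings, -0.078 in edgeR on recovered reads, -0.13 in DESeq2 on the 2 groups with deposited size factors and -0.40 in limma-voom with TMM and filterByExpr. Ifit2 in heart (0.23) was -0.094, -0.060, -0.25, -0.0090, -0.070 and -0.23 in the same order. Irf7 in heart (-0.01) was 0.048 in DESeq2 on the 2 groups, with and without the added filtering at 0.1, and 0.27 with TMM from all genes, under which Ifit3 in heart (-0.22) was 0.055. Cxcl10 in blood (-0.54) was 0.13 with DESeq2 size factors in edgeR, 0.088 with limma-voom and quality weights, 0.23 with edgeR on recovered reads and 0.19 with limma-voom, TMM and filterByExpr. With each library left out, the cardiac values ranged from -0.40 to 0.78 for Oasl1, from -0.40 to 0.75 for Ifit2, from -0.39 to 0.35 for Irf7, from -0.44 to 0.14 for Ifit3, from -0.12 to 0.80 for Rsad2 and from -0.91 to 0.25 for Mx1.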

Differences from the paper's values

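For MI + MSC against MI, the paper reports 17 genes higher and 16 lower, and limma called 0 and 0, with 377 and 548 genes at an unadjusted p-value under 0.05. For Blood + MSC against Blood, the paper reports 2 higher and 26 lower genes, and limma called 0 and 0, with 502 and 346 genes at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, DESeq2 fitted to only the 2 groups compared gave 15 higher and 15 lower genes in the heart and 2 higher and 39 lower in blood, all within 1.5 times the paper's numbers. DESeq2 size factors in edgeR gave 17 lower cardiac genes, within 1.5 times the paper's, but 3 higher ones, and 0 higher and 1 lower in blood. The other alternatives set before the data were examined left all 4 numbers apart from the paper's. Of the settings chosen after seeing the values, DESeq2 fitted to the 2 groups with independent filtering at 0.1 gave 14 higher and 14 lower cardiac genes and 2 higher and 39 lower blood genes, and with the deposited size factors it gave 38 lower blood genes, 1 higher blood gene, and 49 higher and 101 lower cardiac genes.

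All genes named by the paper in these comparisons changed in the paper's direction with separate groups, and limma called 0 of them. DESeq2 fitted to only the 2 groups called 10 of 11 higher and 11 of 11 lower cardiac genes and 2 of 2 higher and 14 of 14 lower blood genes. The exception was Cxcl2, with an adjusted p of 0.0518. DESeq2 over all libraries with independent filtering at 0.1 and DESeq2 on the 2 groups with the deposited size factors, both chosen after seeing the values, did call Cxcl2, with adjusted p-values of 0.0498 and 0.0033, the latter the lowest of all settings run for this gene. DESeq2 fitted to all libraries called 9 and 9 of the cardiac and 2 and 10 of the blood genes. limma-voom with quality weights called 9 and 11 cardiac genes and 0 and 0 blood genes. DESeq2 size factors in edgeR gave 3 and 6 cardiac and 0 and 1 blood genes, and edgeR on recovered reads, a setting chosen after seeing the values, gave 2 and 3 cardiac and 1 and 5 blood genes. DESeq2 on the 2 groups with independent filtering at 0.1 and limma-voom with TMM and filterByExpr, also chosen after seeing the values, called some of the same genes, the latter none in blood. Adjusted over the paper's genes alone, limma's p-values passed 0.05 for 11, 11, 2 and 10 genes in the same order, which shows no stability, since these genes are the paper's own calls on these data.

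The paper states that more genes were expressed uniquely in blood neutrophils of MSC-treated mice. With the minimum of the Fig. 4a legend, 122 coding genes were expressed in Blood alone and 52 in Blood + MSC alone. With all libraries drawn down to the same depth, a setting in which 1 read counts as expression, the numbers were 110 and 111, and Blood + MSC alone had the larger number in 17 of 20 draws. Without regard to the cardiac groups, 580 coding genes were expressed in Blood + MSC and not in Blood against 509 the other way, and 1274 against 737 drawn down. Fig. 4a shows about 20 genes for Blood + MSC alone and about 5 for Blood alone, read by eye.

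In the paper, the IL-6/JAK/STAT3, interferon gamma, G2M and hypoxia sets are enriched in cardiac neutrophils. The hand-written lists for these processes, which are not the paper's sets, did not pass the FDR threshold in the heart (FDR 0.121, 0.122, 0.538 and 0.226, with mean log2 fold changes of 0.33, 0.34, 0.04 and 0.15), although the IL-6/JAK/STAT3 list passed it with DESeq2 size factors in edgeR. The paper finds interferon responses alone enriched in blood. Here the hand-written interferon gamma list did not pass the threshold in blood (FDR 0.492). The Reactome set for interferon gamma signaling was lower in Blood + MSC (normalized enrichment score -1.59, adjusted p = 0.0356 by fgsea's permutation test). Platelet, neutrophil and reactive oxygen species lists changed in blood besides the interferon-stimulated genes, by sizes that depended on single Blood libraries.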

Other observations

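The tests below were set before their results were seen, except that reading the outcome of the 20 draws as undecided was settled after the draws were known.

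The number of cardiac DEGs was compared with other splits of the 6 cardiac libraries into 3 and 3, of which there are 10, so that no share under 0.1 is possible. With limma, the real split had 0 DEGs (925 genes at an unadjusted p-value under 0.05) and 0 noncoding DEGs (85 genes). Every split reaches at least 0, so these 0 DEGs cannot test grouping. The 925 genes at an unadjusted p-value under 0.05 were reached in 1 of the 10 splits, the real one, with 849 and 843 in the next. DESeq2 over all libraries called 77 genes in the real split and at most 19 in another, so 1 of 10 gave as many. As many Reactome sets as the 84 of the real split changed in 3 of the 10 splits. A difference between MI and MI + MSC is in line with the DESeq2 and unadjusted counts, and these splits are too few to exclude grouping alone.

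MI 13 had the fewest reads, 148594, and yet 22211 genes with at least 1 read, against 13021 to 16884 in the other cardiac libraries drawn down to the same number. Depth alone was tested with the ratio of these numbers, which was 1.32 against the highest other library and over the 10% set as the limit, so depth alone is unlikely to give the excess. A background spread over all genes, as genomic DNA would leave, was tested on 918 olfactory and vomeronasal receptor genes, which took 11205 reads per 1000000 in MI 13 and 822 to 3650 in the other cardiac libraries. The ratio to the highest of these, 3.07, was under the limit of 5 set beforehand. That limit compares MI 13 with cardiac libraries that may carry such a background themselves, and the blood libraries had 140.0 to 280.1. Coding genes took 88.2% of the reads of MI 13 and 93.5% to 96.5% in the other libraries, long noncoding RNA 6.01% against 2.04% to 3.85%, and pseudogenes 1.78% against 0.319% to 0.702%, so a background in MI 13 remains open. What else sets MI 13 apart was not tested.

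The richer cardiac transcriptome was tested against depth and against RNA of heart cells. With all libraries drawn down to the same depth, the cardiac libraries still had more coding genes with a read (exact permutation p = 0.0095, the smallest possible), which goes against depth. Of the 51 genes of the endothelial, fibroblast, mural and striated muscle lists, 32 were expressed in the heart alone, against 27 of 253 genes of the other lists (Fisher's exact test, odds ratio 14.1, p = 1.62e-14). Part of the richer transcriptome may therefore be RNA of heart cells in the Ly6G-selected fraction. A background spread over all genes was not excluded either, as the receptor genes took 822 to 11205 reads per 1000000 in the cardiac and 140.0 to 280.1 in the blood libraries.

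Higher Fn1 and Cxcl13 in Blood + MSC were tested against RNA of monocytes or macrophages. The macrophage list did not rise in Blood + MSC (FDR 0.473) and the monocyte list did not either (FDR 0.116), which goes against a general rise of such RNA. The macrophage list already scored 8.55 to 8.80 in the blood libraries. A small added share of cells carrying Fn1 or Cxcl13 could therefore go unseen, and the lists do not exclude it. With both Fn1 and Cxcl13 resting on 2 libraries per group, an effect of MSC on these genes in blood neutrophils is a hypothesis.

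The number of coding genes unique to Blood + MSC was examined for an effect of depth by drawing all libraries down to 148594 reads, with a minimum of 1 read. Blood + MSC alone had the larger number in 17 of 20 draws, while with the deposited values Blood alone had the larger number (122 against 52). The deposited values thus held no excess in Blood + MSC for equal depth to remove, and the draws change the minimum along with the depth, so they do not settle what depth contributes and the outcome was read as undecided. Without regard to the cardiac groups, more coding genes were expressed in Blood + MSC and not in Blood than the other way, 580 against 509 with the deposited values and 1274 against 737 in the first draw.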
